# Transcriptional Memory-Like Imprints and Enhanced Functional Activity in γδ T Cells Following Resolution of Malaria Infection

**DOI:** 10.3389/fimmu.2020.582358

**Published:** 2020-10-14

**Authors:** Rasika Kumarasingha, Lisa J. Ioannidis, Waruni Abeysekera, Stephanie Studniberg, Dinidu Wijesurendra, Ramin Mazhari, Daniel P. Poole, Ivo Mueller, Louis Schofield, Diana S. Hansen, Emily M. Eriksson

**Keywords:** RNA-Seq, memory, *Plasmodium*, *chabaudi*, γδ T cell

## Abstract

γδ T cells play an essential role in the immune response to many pathogens, including *Plasmodium*. However, long-lasting effects of infection on the γδ T cell population still remain inadequately understood. This study focused on assessing molecular and functional changes that persist in the γδ T cell population following resolution of malaria infection. We investigated transcriptional changes and memory-like functional capacity of malaria pre-exposed γδ T cells using a *Plasmodium* *chabaudi* infection model. We show that multiple genes associated with effector function (chemokines, cytokines and cytotoxicity) and antigen-presentation were upregulated in *P. chabaudi*-exposed γδ T cells compared to γδ T cells from naïve mice. This transcriptional profile was positively correlated with profiles observed in conventional memory CD8^+^ T cells and was accompanied by enhanced reactivation upon secondary encounter with *Plasmodium*-infected red blood cells *in vitro*. Collectively our data demonstrate that *Plasmodium* exposure result in “memory-like imprints” in the γδ T cell population and also promotes γδ T cells that can support antigen-presentation during subsequent infections.

## Introduction

γδ T cells are unconventional T cells that display characteristic features of both innate and adaptive immunity. Their capacity to respond rapidly to non-peptide antigens in an MHC-independent manner places them as part of the innate first line of defense against numerous pathogens. Additionally, emerging evidence supports the concept that γδ T cells also display memory T cell-like abilities. This includes prolonged recall responses upon reinfection in various disease and vaccine models, which contribute to protective immunity (1–6). Recent studies have now started to delineate a more in-depth understanding of these adaptive-like γδ T cells. For example, it has been described that the TCR of tissue-resident γδ T cells has an intrinsic ability to distinguish between distinct antigen-stimulus and in this way promote either clonal or non-clonal responses (7) whereas adaptive-like γδ T cells found in peripheral human blood are suggested to be restricted to specific subsets of the γδ T cell population (8).

*Plasmodium* infection, which is responsible for the induction of malaria in humans, elicits a multifaceted response activating a wide range of immune cells, including γδ T cells. Extensive evidence shows that γδ T cells are part of the immediate innate response during human malaria infection where they are found to be cytotoxically active and produce cytokines associated with both protective immunity and symptomatic episodes (9–15). The underlying mechanisms by which γδ T cells either contribute to beneficial outcomes in the host or mediate pathogenesis remain to be fully elucidated.

In addition to human infections, γδ T cells are also highly involved in the immune response to murine malaria. In mice, they are a major source of cytokines and contribute to parasite clearance (16–21) and are essential for protective immunity following vaccination (22). This makes murine malaria infection models a useful platform to explore fundamental immunological questions related to immune populations, such as γδ T cells, in an infectious disease setting. *P. chabaudi* infection in C57BL/6 mice is a self-resolving infection, and this infection model has been used to successfully elucidate various aspects of γδ T cell biology. γδ T cells proliferate extensively in response to *P. chabaudi* infection and mice lacking γδ T cells experience exacerbated parasitemia (20, 23–25). More recently, γδ T cells from chronically infected mice were described to produce inflammatory chemokines such as CCL3 and CCL5 and also importantly m-CSF, which was vital to the control of recrudescence (18) suggesting that “antigen-experienced” γδ T cells play a role in the suppression of parasitemia in chronic infection. These studies further emphasize that γδ T cells are readily activated during acute *Plasmodium* infection. However, the lasting effect that *Plasmodium* exposure has on these cells and how this shapes the γδ T cell population is still inadequately understood. Consequently, we used the *P. chabaudi* murine malaria infection model to investigate transcriptional profiles of γδ T cells from naïve and malaria-exposed mice, 12 weeks after completion of anti-malarial drug treatment. Our findings revealed that antigen-experienced γδ T cells display a transcriptional profile that shares features with that of conventional memory CD8^+^ T cells and have enhanced functional capacity. Thus, our data support the notion that γδ T cells differentiate and acquire a memory-like phenotype after infection. These observations advance our basic understanding of unconventional T cell biology and establish novel molecular qualities in these cells as a result of infection.

## Material and Methods

### Mice and Mouse Infection

Female C57BL/6 mice aged 6–8 weeks were infected with 5 x 10^4^ *Plasmodium chabaudi* iRBC intravenously. All mice (both infected and naïve mice) were drug-treated on day 14 p.i. or at an equivalent time for naïve mice with an intraperitoneal injection of chloroquine (CQ; 10 mg/kg) and pyrimethamine (10 mg/kg) followed by CQ (0.6 mg/ml) and pyrimethamine (70 µg/ml) containing water for 5 days. Spleens and livers were removed 12 weeks after completion of drug treatment. The experimental design is summarized in **Figure 1A**. Organs from drug-treated naïve mice were used as controls. All procedures involving mice were approved by the Walter and Eliza Hall Institute animal ethics committee (2015.020).

**Figure 1:**
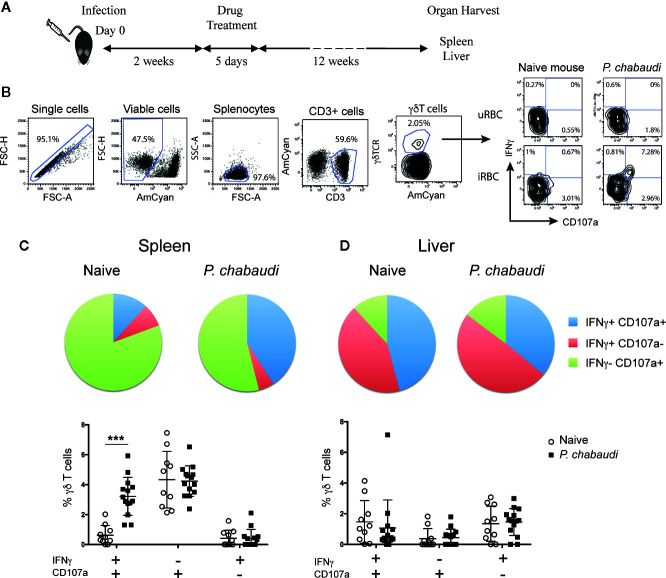
Increased frequency of IFNγ^+^CD107a^+^ γδ T cells in previously infected mice. **(A)** C57BL/6 mice were infected with *P. chabaudi* and then drug-treated with chloroquine and pyrimethamine 2 weeks later. Twelve weeks following completion of drug-treatment cells were isolated and stimulated with iRBCs or uRBCs and frequencies of IFNγ^+^ and/or CD107a^+^ cells were assessed. **(B)** Representative flow cytometry plots illustrating the gating strategy. Frequencies of IFNγ^+^ and/or CD107a^+^ **(C)** splenocytes, and **(D)** liver lymphocytes from previously infected mice (*P. chabaudi* black squares, n=14) and naïve control (white circles, n=10) after stimulation. In the pie chart the data are presented as the frequency of IFNγ^+^ CD107a^+^ (blue), IFNγ^+^ CD107a^-^ (red) and IFNγ^-^ CD107a^+^ (green) γδ T cells in each group following uRBC background subtraction. The data in the scatter plot are presented as mean ± SD following uRBC background subtraction. The data represent results from two independent experiments. Statistical analysis was performed using Student’s t-tests. ***P < 0.001.

### *In Vitro* Cell Stimulation

Single cell suspensions from spleen or liver were prepared as previously described (26). Wholeblood from *P. chabaudi-*infected donors were obtained during the dark cycle to obtain mature parasites (27). The blood was washed in RPMI and 0.5–1 ml of blood in medium was overlayed onto 12.17 ml of a 74% percoll gradient as described in (28) and centrifuged at 5000 g for 20 min at room temperature. IRBCs were collected from the interface and washed with culture medium. Isolated iRBCs were co-incubated with splenocytes and liver lymphocytes at a ratio of 1:1 for 24 h. Brefeldin A (Sigma, St. Louis, MO) and GolgiStop (BD Biosciences, San Jose, CA) were added for the final 8 h of incubation.

### Adoptive Transfer

Single cell suspensions from spleens were prepared from naïve or *P. chabaudi*-exposed mice. γδ T cells were isolated using TCRγδ T cell isolation kit (Miltenyi Biotec, Australia) according to manufacturer’s instructions. Isolated γδ T cells were adoptively transferred (1x10^6^/mouse) into recipient C57BL/6 or RAG-1 mice, 1 day post-infection with 5 x 10^4^ P*. chabaudi* iRBC intravenously. Parasitemia was measured daily by thin blood smears after Giemsa staining.

### Flow Cytometry and FACS Sorting

A total of 1x10^6^ splenocytes or liver lymphocytes were surface stained with Brilliant Violet (BV) 421-conjugated anti-CD107a (clone 1D4B, BioLegend, San Diego, CA) during the 24 h stimulation. Further surface staining following stimulation was performed with antibody mixtures in FACS buffer (phosphate buffer saline containing 0.5% bovine serum albumin (BSA) and 2 mM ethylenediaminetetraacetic acid (EDTA) on ice for 30 min. Antibodies used included: Fluorescein isothiocyanate (FITC)-conjugated anti-CD3 (clone 145-2C11), PerCP Cy5.5-conjugated anti-γδTCR (clone GL3), allophycocyanin (APC)-conjugated anti-CD27 (clone LG.3A10), (all from BioLegend), Alexa700-conjugated anti-CD44 (clone IM7) and Brilliant Violet (BV) 605-conjugated anti-CD62L (clone MEL-14, BD Biosciences, San Jose, CA). Aqua live/dead amine reactive dye (Life Technologies, Carlsbad, CA) was used for dead cell exclusion. Intracellular staining was performed after 2% paraformaldehyde fixation and permeabilization with Perm 2 buffer (BD Biosciences) using BV711-conjugated anti-IFNγ (clone XMG1.2, BioLegend). Samples were analyzed on a customized four-laser Fortessa flow cytometer (BD Biosciences). Data analysis was performed using FlowJo 9.9.6 software (TreeStar, Ashland, OR) and Boolean gating. For FACS sorting, splenocytes were surface stained with CD3, γδTCR, CD62L and CD44 as above to identify and collect γδ T cells with a phenotype associated with T effector memory (EM, CD62L^-^ CD44^+^).

### Library Preparation and Transcriptome Sequencing

EM γδ T cells from five naïve control mice and five mice that had been previously infected with *P. chabaudi* and then drug-treated to clear the infections were FACS sorted. Total RNA was isolated from sorted cells using the Isolate II RNA mini kit (Bioline, London, UK) according to manufacturer’s instructions. RNA was quantified using the Agilent TapeStation 2200 system (Santa Clara, CA). An input of 1 ng of total RNA were prepared and indexed separately for sequencing using the CloneTech SMART ultra-low RNA input Prep Kit (Illumina, San Diego, CA) as per manufacturer’s instruction. The indexed libraries were pooled and diluted to 1.5pM for paired end sequencing (2 x 76 cycles) on a NextSeq 500 instrument using the v2 150 cycle High Output kit (Illumina) as per manufacturer’s instructions. The base calling and quality scoring were determined using Real-Time Analysis on board software v2.4.6, while the FASTQ file generation and de-multiplexing utilized bcl2fastq conversion software v2.15.0.4. Paired-end 75bp. Between 16 and 56 million read pairs were generated for each sample and reads were aligned to the *Mus musculus* genome (mm10) using the Subread aligner (29). The number of read pairs overlapping each mouse Entrez gene was summarized using featureCount (30) and Subread’s built-in NCBI gene annotation. Genes were filtered using filterByExpr function in edgeR (31) software package. Genes without current annotation and Immunoglobulin genes were also filtered. Differential expression (DE) analysis was undertaken using the edgeR and limma (32) software packages. Library sizes were normalized using the trimmed mean of M-values (TMM) method (33). Log2 fold-changes were computed using voom (34). Differential expression was assessed relative to a fold change threshold of 1.5 using the TREAT (35) function, a robust empirical Bayes procedure (36) implemented in the limma package. The false discovery rate (FDR) was controlled below 0.05 using the method of Benjamini and Hochberg (37). Over-representation of Gene Ontology (GO) terms for the differentially expressed genes was identified using the goana function in limma package. Barcode plots illustrating the enrichment of interested pathway genes were drawn using the barcode plot function in limma package (38).

### Statistical Analysis

Statistical analyses were performed using Prism 8.0 (GraphPad software, San Diego, CA) Flow cytometry data was analyzed using the Student’s t-test. Statistical significance was considered P ≤ 0.05.

## Results

### Increased Frequencies of Multifunctional γδ T Cells in Drug-Cured *P. chabaudi*-Exposed Mice

The hallmark of memory T cells is increased functional capacity upon secondary encounter with specific antigen, which commonly includes IFNγ production and cytotoxic activity. To establish whether similar responses were generated in γδ T cells following *Plasmodium* infection, we compared responses of naïve and pre-exposed γδ T cells upon antigen re-encounter. Since spleen and liver are central to the immune response to *P. chabaudi* infection (39, 40) and are organs that have previously been shown to contain tissue resident innate memory cells (41, 42), we assessed γδ T cell responses in both of these organs. To that end, C57BL/6 mice were infected with *P. chabaudi* and drug-cured on day 14 post-infection (p.i.) to clear parasitemia completely. Twelve weeks after completion of drug-treatment spleens and livers were harvested (**Figure 1A**). Splenocytes and liver lymphocytes were subsequently isolated and stimulated *in vitro* with *P. chabaudi-*infected red blood cells (iRBC) or uninfected RBC (uRBC) as background controls. Cells from naïve mice were included to measure baseline responses. After a 24 h incubation, CD107a surface expression (as a measure of cytotoxic activity) and IFNγ production were assessed by flow cytometry (**Figure 1B**). We found that a significantly higher frequency of γδ T cells that were both CD107a^+^ and produced IFNγ were present in the spleens of previously infected mice compared to naïve mice (**Figure 1C**, P< 0.0001). No significant differences were observed with γδ T cells that produced only IFNγ or were CD107a^+^. Similarly, no significant differences in functionality were detected in the liver-derived γδ T cells from pre-exposed *P. chabaudi*-infected mice and naïve mice (**Figure 1D**). This showed that *P. chabaudi* infection resulted in the induction of multi-functional memory-like γδ T cells.

### Responding γδ T Cells Express an Effector Memory-Like Phenotype

Previous studies indicate that the γδ T cells that provide effector functions during acute malaria infection express surface markers that resemble conventional αβ T effector memory cells (18, 43). To assess the phenotype of the responding γδ T cells of previously exposed mice after full resolution of infection, we stimulated spleen-derived γδ T cells from drug-treated mice or naïve mice *in vitro* and stained the cells for the surface markers CD62L and CD44. This enabled the γδ T cells to be subdivided into CD62L^+^CD44^-^ naïve cells, CD62L^+^CD44^+^ central memory cells (CM) and CD62L^-^CD44^+^ effector memory cells (EM; **Figure 2A**). The frequency of IFNγ^+^CD107a^+^ double positive γδ T cells in each subset was assessed in both groups of mice. Representative flow cytometry plots of these responses are presented in **Figure 2B**. Upon stimulation with iRBC, responding γδ T cells were found to predominantly express an EM phenotype and frequencies of IFNγ^+^CD107a^+^ EM γδ T cells were significantly higher in previously *P. chabaudi*-infected mice compared to naïve control mice (P< 0.0001; **Figure 2C**). This demonstrated that γδ T memory-like responses were specifically confined within the EM subset. Furthermore, the increase in frequency of responding cells did not reflect an overall increase of EM γδ T cells in the pre-exposed mice as assessment of the γδ T cell composition showed no differences in frequencies (**Figure 2D**) or cell numbers (**Figure 2E**) of naïve, CM or EM γδ T cells between *P. chabaudi* exposed mice and uninfected controls.

**Figure 2:**
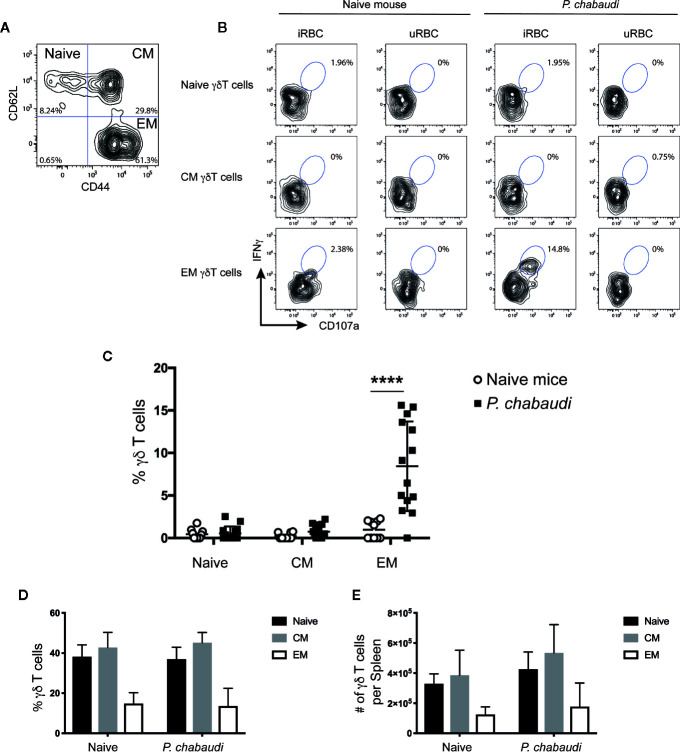
*In vitro* re-stimulated and activated γδ T cells express CD44, but lack CD62L expression. Splenocytes from previously infected and drug treated mice and naïve controls were restimulated *in vitro* with iRBC or uRBCs. Representative contour plot to **(A)** distinguish between CD62L^+^CD44^-^ (Naïve), CD62L^+^CD44^+^ (CM), and CD62L^-^CD44^+^ EM γδ T cells. **(B)** Representative contour plots showing frequency of IFNγ^+^CD107a^+^ γδ T cells for each subset after 24 h stimulation with either iRBC or uRBC from naïve or *P. chabaudi* pre-exposed mice. **(C)** Summary of IFNγ^+^CD107a^+^ naïve, CM, and EM γδ T cells after iRBC stimulation following subtraction of background levels determined from uRBC stimulations in previously *P. chabaudi*-infected mice (filled squares; n=14) and naïve controls (open circles; n=10). Overall **(D)** frequency and **(E)** number of γδ T cells per spleen of naïve, CM and EM γδ T cells (mean±SD) in naïve or *P. chabaudi* pre-exposed mice. The data represent results from two independent experiments. Statistical analysis was performed using Student’s t-tests ****P < 0.0001.

### Transcriptional Profile Changes in EM γδ T Cells From Drug-Treated *P. chabaudi* Exposed Mice Compared to EM γδ T Cells From Naïve Mice

We have shown that γδ T cells expressing an EM-phenotype are re-activated upon re-encounter with *P. chabaudi* iRBC in previously infected mice (**Figure 2**). As the frequency and number of EM γδ T cells in the spleens were not different between the naïve control group and the pre-exposed mice, this indicated that this memory-like enhanced responsiveness was due to intrinsic changes of the cells. To investigate this, EM γδ T cells were FACS-sorted from mice 12 weeks after they had been drug treated to clear *P. chabaudi* infection (n=5) and from naïve mice (n=5; **Figure 3**) and RNA-sequencing was used to examine transcriptional profiles. 

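EM γδ T cells were sorted from the spleen as CD3+ γδTCR+ CD62L- CD44+ cells. Each of the 10 mice gave 1 library, so that 5 pre-exposed mice were compared with 5 naïve mice. The pre-exposed mice had been infected with 50000 iRBC, both groups were drug-treated from day 14, and spleens were taken 12 weeks after treatment. The paper's methods name the SMART ultra-low input kit, whereas the sample labels name an Illumina TruSeq kit. The authors aligned the reads to mm10 with Subread and counted the read pairs overlapping each Entrez gene with featureCounts and Subread's built-in NCBI annotation. The version of featureCounts and its strand setting are not given in the sources used here, so reads of overlapping genes and of close paralogs were treated as uncertain. The deposited values are these whole-number counts, not normalized. Total counts ranged from 6587199 to 19993444 per library in naïve mice (median 14262979) and from 8747888 to 22542832 in pre-exposed mice (median 13075118). These totals did not differ detectably (exact permutation test, p = 0.825). The paper states the number of read pairs generated per sample, and the values given here use the counts in genes. Of the 27179 genes counted, 13534 passed filterByExpr and 12655 were tested after removal of 767 genes without a current symbol and 112 immunoglobulin genes. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test and with voom and TREAT at a fold change of 1.5. P-values were adjusted by the method of Benjamini and Hochberg with a threshold of 0.05, and all tests were two-sided. On counts simulated for 5 naïve and 5 pre-exposed libraries over 12655 genes, edgeR recovered 89% of the genes changed 4-fold and 13% of those changed 2-fold. Voom with TREAT recovered 42% and 0%, and the same with sample quality weights in voom. In the data these weights raised the TREAT calls from 2 to 287. The simulated rates may therefore not hold for these libraries. The gene lists, the rule for naming genes and most alternative settings were fixed before the data were examined. Several properties of the libraries moved with the groups. Immunoglobulin genes took 0.251% ± 0.274 of the counts in naïve mice and 2.76% ± 2.75 in pre-exposed mice (SD, n = 5 each, exact permutation test, p = 0.0317). The highest shares were 4.50% and 6.68%, in pre-exposed mice 1 and 2, while mice 4 and 5 (0.556% and 0.345%) lay within the naïve range of 0.0845% to 0.737%. The upper end of that range rests on naïve mouse 4, and the other naïve mice had 0.0845% to 0.174%. The deviation of each gene from its mean over all libraries correlated with gene length across genes, which are not independent replicates. Spearman's rho was 0.259 to 0.413 in naïve mice and 0.273, -0.536, -0.422, -0.239 and -0.136 in pre-exposed mice 1 to 5 (exact permutation test on the libraries, p = 0.0159). In pre-exposed mouse 5 the 10 most abundant genes took 24.7% of the counts, against 5.61% to 9.58% in the other pre-exposed mice. The label descriptions of pre-exposed mice 2 to 4 carry no index pair and those of all other libraries do, which may mark a library batch. These 3 libraries also stood apart from the other 7 in their mitochondrial mRNAs (0.789% to 1.79% of counts against 3.99% to 9.40%), in Malat1 (1643 to 2762 CPM against 6098 to 32573) and in mt-Rnr2 (499 to 1069 against 2558 to 32020). Values are therefore also given for mice 1 and 5 and for mice 2 to 4, each against all naïve mice.

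**Figure D1:**
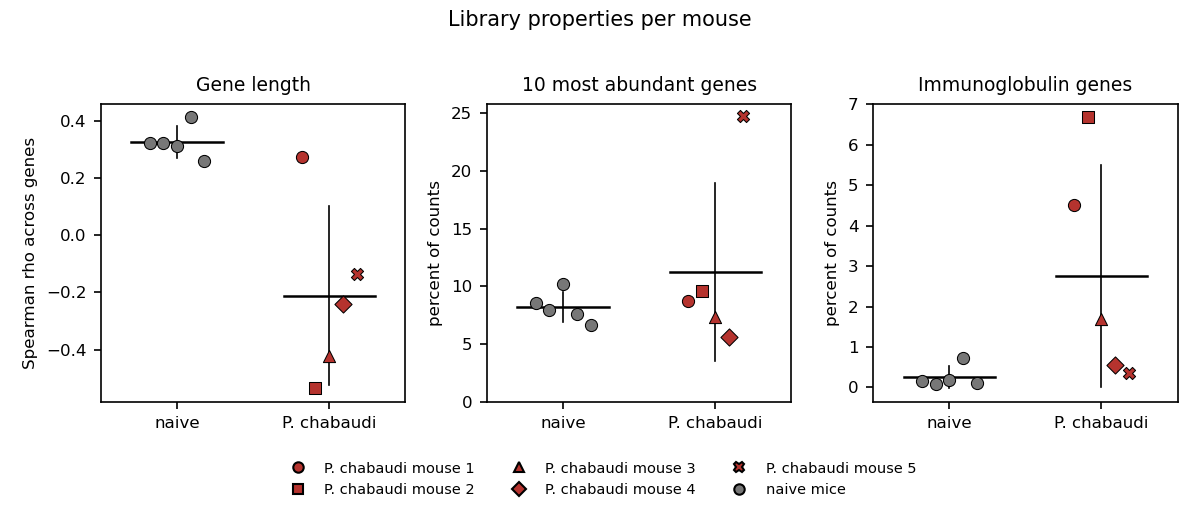
Library properties per mouse in 5 naïve (grey) and 5 pre-exposed (red) mice, with a horizontal bar at the mean and a vertical line of ± SD. The panels give Spearman's rho across genes of a gene's deviation from its mean with gene length, the percent of counts in the 10 most abundant genes, where pre-exposed mouse 5 reached 24.7%, and the percent in immunoglobulin genes.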

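The genes with the strongest evidence for a change over 1.5-fold were both higher in pre-exposed EM γδ T cells. Rtn1, which encodes a reticulon of the endoplasmic reticulum, had a voom log2 fold change of 7.18 (standard error 0.77, adjusted p = 0.00362 from limma's TREAT). Clec4n, which encodes the C-type lectin receptor Dectin-2 of myeloid cells, had a voom log2 fold change of 5.51 (standard error 0.75, adjusted p = 0.0390 from limma's TREAT). Both are named after their values were seen, because voom and TREAT called only these 2 genes among the 12655 tested. In pre-exposed mice 1 and 5 TREAT called 1 gene, which was neither of them, with 324 at an unadjusted p under 0.05. In mice 2 to 4 it called 591 genes, both among them. Monocyte and macrophage markers, like the myeloid gene Clec4n, had a median log2 fold change above 0 (3.13, with 6 of 9 higher). With all libraries TREAT counted 561 genes higher and 321 lower at an unadjusted p under 0.05. With sample quality weights in voom it called 166 genes higher and 121 lower at an adjusted p under 0.05, or 287 in all. Without a fold threshold, edgeR's quasi-likelihood test called 796 genes, and 358 with the older dispersion method that this version of edgeR uses by default. The edgeR count was 53, 110, 335, 151 and 170 when naïve mouse 1, 2, 3, 4 or 5 was left out. It was 1696, 76, 363, 543 and 1870 when pre-exposed mouse 1, 2, 3, 4 or 5 was left out. The TREAT count was 0 without naïve mouse 1, with 602 genes at an unadjusted p under 0.05, and 1 without any other naïve mouse. It was 16, 1, 1, 5 and 137 without pre-exposed mouse 1, 2, 3, 4 or 5. Against all naïve mice, edgeR called 23 genes in pre-exposed mice 1 and 5, all of them higher, with 2012 at an unadjusted p under 0.05. It called 3776 genes in pre-exposed mice 2 to 4, 1891 higher and 1885 lower.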

A total of 207 differentially expressed (DE) genes in *P. chabaudi* pre-exposed EM γδ T cells compared to EM γδ T cells from naïve mice were observed relative to a fold change threshold of 1.5 (**Supplemental Table 1**). Expression levels and log-fold changes were plotted in a Mean-Difference (MD) plot (**Figure 3A**) of which 96 genes were significantly upregulated (indicated in red) and 111 genes were significantly down regulated (indicated in blue). 

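In the edgeR test 648 genes were higher and 148 lower in pre-exposed EM γδ T cells. This balance depended on the libraries, with 1160 higher and 710 lower without pre-exposed mouse 5. In mice 2 to 4, 1891 were higher and 1885 lower. Large gene families of protein synthesis, respiration and zinc finger transcription factors had members among the genes called with all libraries. Of 81 cytosolic ribosomal protein genes, 39 rose and none fell (76 higher when adjusted over the list alone), with a median log2 fold change of 1.23 over the family and 0.78 without pre-exposed mouse 5. Of 76 respiratory chain subunit genes, 27 rose and none fell (52 higher when adjusted over the list alone), with a median of 0.98, or 0.62 without pre-exposed mouse 5. They summed to 10928, 19523, 17591, 14680 and 33815 CPM in pre-exposed mice 1 to 5 and to 10139 to 11743 in naïve mice (exact permutation test, p = 0.0317). Zinc finger protein genes of the Zfp family, many of which repress transcription and resemble each other in sequence, went the other way. Of 331 such genes 28 fell and 1 rose (43 lower and 1 higher when adjusted over the list alone), with a median of -0.57. Without pre-exposed mouse 5, 84 fell and 4 rose, with a median of -0.63. Of 36 small nucleolar and small nuclear RNAs, 5 rose and none fell (8 higher when adjusted over the list alone), with a median of 0.69. Tested as sets with camera at a preset correlation of 0.01, the adjusted p was 3.68e-24, 1.2e-17, 9.13e-15 and 0.0145 for these families in that order. None passed with an estimated correlation, with adjusted p = 0.158 for the zinc finger proteins and adjusted p = 0.181 for each of the others. Genes that were higher had a median length of 962.5 bases and those that were lower one of 4046.5 bases, against 2665 over all genes tested. With each library's trend with gene length removed, edgeR called 186 genes higher and 28 lower. The medians of the families were then 0.44 for ribosomal proteins, 0.17 for respiratory chain subunits, -0.32 for zinc finger proteins and -0.31 for the small RNAs, which no longer passed as a set (camera, adjusted p = 0.0611). In pre-exposed mice 1 and 5 the medians of these families were 1.58, 1.16, -0.33 and 0.49, and in mice 2 to 4 they were 0.91, 0.75, -0.79 and 0.61. EdgeR called none of the ribosomal protein and respiratory chain genes in mice 1 and 5, with 73 and 52 higher at an unadjusted p under 0.05. It called none of them with the length trend removed, and 62 and 44 higher in mice 2 to 4. Of the zinc finger proteins it called 141 lower and 8 higher in mice 2 to 4. It called none of these in mice 1 and 5, and 3 lower and 1 higher with the length trend removed. In pre-exposed mouse 1 alone, ribosomal protein genes lay at a median of 0.18 from the naïve mean, within the range of the naïve libraries of -0.11 to 0.28.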

The upregulated genes included MHC class II-related genes (H2-Dmb2 and H2-A) and also IFNγ and NKg7, which corresponded to the observed functional phenotype of enhanced IFNγ production and cytotoxicity in the pre-exposed EM γδ T cells (**Figure 2**). 

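H2-Aa, which encodes the α chain of the MHC class II molecule I-A, stood at 30.5 ± 20.7 CPM in naïve mice and 703 ± 510 in pre-exposed mice (SD, n = 5 each). This was a log2 fold change of 4.54 (standard error 0.71, adjusted p = 0.00762 from edgeR). H2-DMb2, a chain of H2-M, which loads peptides onto class II molecules, rose from 1.86 ± 1.11 to 30.4 ± 20.0 CPM, a log2 fold change of 4.13 (standard error 0.72, adjusted p = 0.0109 from edgeR). Ifng, the gene of the cytokine IFNγ, rose from 78.3 ± 18.7 to 213 ± 74.4 CPM, by 1.44 on the log2 scale (standard error 0.27, adjusted p = 0.0133 from edgeR). Nkg7, which encodes a membrane protein of cytotoxic granules, rose from 457 ± 64.0 to 1114 ± 251.7 CPM, by 1.28 on the log2 scale (standard error 0.22, adjusted p = 0.0108 from edgeR). In GRCm38 (mm10), H2-Aa and H2-DMb2 lie on chromosome 17 from 34282744 to 34287823 and from 34143229 to 34151553, Ifng on chromosome 10 from 118441046 to 118445894, and Nkg7 on chromosome 7 from 43437138 to 43438246. Every pre-exposed mouse lay above every naïve mouse for Ifng and Nkg7 (exact permutation test, p = 0.00794 for each, the smallest that 5 against 5 mice allow). H2-Aa was above all naïve mice in 4 of 5 pre-exposed mice (exact permutation test, p = 0.0159), while pre-exposed mouse 5, at 58.5 CPM, lay within the naïve range of 7.56 to 60.1. H2-DMb2 was likewise above all naïve mice in 4 pre-exposed mice (exact permutation test, p = 0.0476) and lowest of all in pre-exposed mouse 5, at 0.545 CPM. Markers of dendritic cells and monocytes moved with H2-Aa and H2-DMb2, with median log2 differences from the naïve mean of 3.55 and 3.63 in pre-exposed mouse 1 and of -0.19 and 0.23 in pre-exposed mouse 5. In pre-exposed mice 1 and 5 the log2 fold changes were 3.87, 3.38, 1.74 and 1.10 for H2-Aa, H2-DMb2, Ifng and Nkg7, and in mice 2 to 4 they were 4.87, 4.51, 1.21 and 1.38. Without naïve mouse 1 the adjusted p from edgeR was 0.0517 for H2-DMb2 and 0.0533 for Ifng, and without pre-exposed mouse 2 it was 0.0506 for Ifng. With the length trend removed, Ifng and Nkg7 had log2 fold changes of 1.06 and 0.64 and did not pass (adjusted p = 0.0552 and 0.129 from edgeR).

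**Figure D2:**
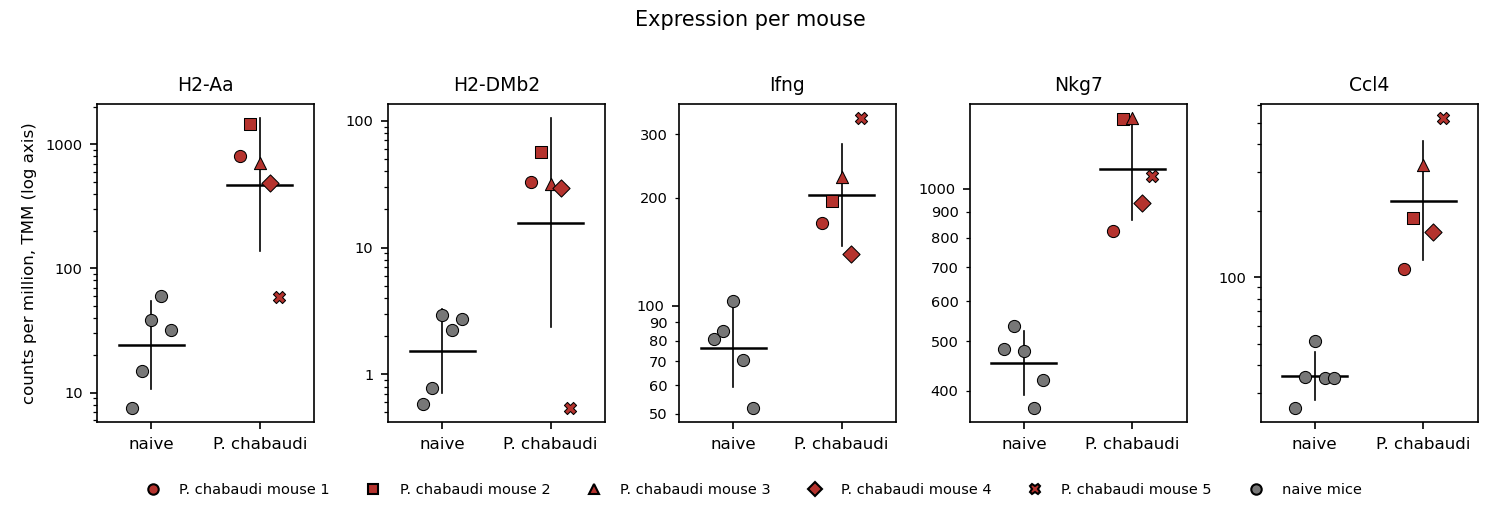
Expression of H2-Aa, H2-DMb2, Ifng, Nkg7 and Ccl4 per mouse in CPM, on log axes, in naïve (grey) and pre-exposed (red) mice, with a horizontal bar at the mean and a vertical line of ± SD, both on the log2 scale. Pre-exposed mouse 5 (cross) lies at 58.5 for H2-Aa and 0.545 for H2-DMb2, with the naïve mice or under them, and at 333 for Ifng, above them.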

The chemokine genes (CCL3, CCL4 and CCL5) were also upregulated in these memory-like γδ T cells, which is similar to what had previously been reported to be upregulated in γδ T cells during an active infection (Mamedov 2018). 

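Ccl3 and Ccl4, which encode chemokines that attract monocytes and T cells, were above every naïve mouse in every pre-exposed mouse (exact permutation test, p = 0.00794 for each). Ccl3 rose from 23.3 ± 8.49 CPM in naïve mice to 151 ± 124 in pre-exposed mice (SD, n = 5 each), a log2 fold change of 2.67 (standard error 0.44, adjusted p = 0.00916 from edgeR). Ccl4 rose from 36.6 ± 9.38 to 260 ± 167 CPM, a log2 fold change of 2.82 (standard error 0.39, adjusted p = 0.00369 from edgeR). Ccl5, the chemokine RANTES of effector and memory T cells, rose from 702 ± 140 to 1996 ± 884 CPM, by 1.51 on the log2 scale (standard error 0.30, adjusted p = 0.0174 from edgeR), and was also higher in 5 of 5 pre-exposed mice. On chromosome 11 of GRCm38, Ccl3 spans 83647843 to 83649378, Ccl4 83648624 to 83664683 and Ccl5 83525778 to 83530518. The annotated spans of Ccl3 and Ccl4 overlap, so reads in the shared part are uncertain between them. Of 12 T cell chemokine and cytokine genes, 7 rose and none fell (10 higher when adjusted over the list alone), and 5 of the 12 are genes that the study picked from these libraries. The list moved up as a set, with a median log2 fold change of 1.58 (camera, adjusted p = 4.68e-07, and adjusted p = 0.0433 with an estimated correlation). With an estimated correlation it did not pass without pre-exposed mouse 5 (camera, adjusted p = 0.108), in mice 1 and 5 (0.287) or in mice 2 to 4 (0.166). Its summed CPM were 787 to 1250 in naïve mice and 1692, 2801, 3773, 2436 and 5838 in pre-exposed mice 1 to 5 (exact permutation test, p = 0.00794). Markers of NK cells summed to 711 to 1779 in naïve mice and 1356, 1042, 2427, 951 and 4412 in these mice (exact permutation test, p = 0.230). Both sums were highest in pre-exposed mouse 5 and next highest in mouse 3. In pre-exposed mice 1 and 5 alone edgeR still called Ccl3 (log2 fold change 3.29, adjusted p = 0.0371) and Ccl4 (3.17, adjusted p = 0.0320) but not Ccl5 (1.67, adjusted p = 0.116). In mice 2 to 4 the values were 2.07, 2.56 and 1.39, and Ccl3 had 1.98 without pre-exposed mouse 5. Ccl5 had adjusted p = 0.0629, 0.0568 and 0.0590 from edgeR without naïve mouse 1, naïve mouse 4 or pre-exposed mouse 2, and 0.214 with the length trend removed (log2 fold change 0.58).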

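Il23r, the receptor subunit for IL-23, fell from 170 ± 48.9 CPM in naïve mice to 67.8 ± 9.13 in pre-exposed mice (SD, n = 5 each), a log2 fold change of -1.33 (standard error 0.23, adjusted p = 0.0116 from edgeR). All 5 pre-exposed mice lay below all naïve mice (exact permutation test, p = 0.00794). Il1r1, the signalling receptor for IL-1, fell from 55.0 ± 27.9 to 15.6 ± 5.85 CPM, with a log2 fold change of -1.83 (standard error 0.41, adjusted p = 0.0243 from edgeR). Only 2 of 5 pre-exposed mice lay below all naïve mice for Il1r1 (exact permutation test, p = 0.0317). Cd163l1, which encodes a scavenger receptor of γδ T cells, fell by 2.41 on the log2 scale (standard error 0.54, adjusted p = 0.0238 from edgeR), to 224 ± 125 CPM, and lay below all naïve mice in 4 of 5 pre-exposed mice (exact permutation test, p = 0.0159). Sox13, a transcription factor gene of the γδ T cell lineage, was at 120 ± 64.3 and 40.6 ± 28.2 CPM, a log2 fold change of -1.55 (standard error 0.48) that did not pass the test (adjusted p = 0.0646 from edgeR). In GRCm38, Il23r lies on chromosome 6 from 67422932 to 67491855, Il1r1 and Sox13 on chromosome 1 from 40222480 to 40316201 and from 133382300 to 133424459, and Cd163l1 on chromosome 7 from 140197218 to 140231145, overlapping Olfr524. Of the 12 genes that the study picked from these libraries for its MD plot, these 4 among them, 8 rose and 3 fell (8 and 4 when adjusted over the list alone), which is not independent evidence of their directions (camera up, adjusted p = 0.00445, and adjusted p = 0.0225 with an estimated correlation). With an estimated correlation the set did not pass in mice 2 to 4 (camera, adjusted p = 0.0966) or with the length trend removed (0.0745). The log2 fold changes in pre-exposed mice 1 and 5 were -1.38 for Il1r1, -2.74 for Cd163l1 and -1.41 for Sox13, and in mice 2 to 4 they were -2.19, -2.29 and -1.68. Without naïve mouse 1, 4 or 5 or pre-exposed mouse 2 or 3, in turn, edgeR gave adjusted p = 0.0718, 0.0706, 0.0657, 0.0838 and 0.0563 for Il1r1 and 0.0535, 0.0656, 0.0629, 0.0838 and 0.0555 for Cd163l1. Sox13 passed at 0.0324 without pre-exposed mouse 1. With the length trend removed the log2 fold changes were -1.49 for Il1r1 (standard error 0.37, adjusted p = 0.0606 from edgeR) and -2.21 for Cd163l1 (standard error 0.53, adjusted p = 0.0514), so that the calls ended with fold changes within 1 standard error of those before.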

Cytokine receptor genes (Il1r and Il23r), scavenger-receptor gene (Cd163l1) and transcription factor gene (Sox13) were among the down regulated genes. The top 75 DE genes are summarized in a heatmap presenting up- and down regulated genes in each mouse (**Figure 3B**). Collectively, this shows that malaria-infection causes significant transcriptional changes in the EM γδ T cell population, which is still observed in absence of an active infection.

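Among genes that edgeR called, whose groups did not overlap and whose mean was at least 5 CPM, the largest increase was that of Slc17a6, which encodes a vesicular glutamate transporter of neurons. It rose from 0.275 ± 0.574 CPM in naïve mice to 45.2 ± 45.0 in pre-exposed mice (SD, n = 5 each), by 7.98 on the log2 scale (standard error 0.96, adjusted p = 0.000641 from edgeR), and was highest in pre-exposed mouse 5, at 124. Clec4a2, a C-type lectin receptor of dendritic cells and macrophages, came next. The uncharacterized gene 1600010M07Rik (log2 fold change 5.89) and the lymphocyte surface gene Ly6d (5.58) followed, with Prg2, which encodes the major basic protein of eosinophils (5.54), and Slpi, a secreted inhibitor of leukocyte proteases (5.44). Ifi207 (5.26), Wfdc17 (4.81), the growth factor receptor gene Flt3 and Fcrla, which B cells express (4.47), completed the 10 largest. Zfp760, a zinc finger protein gene, showed the largest decrease, from 38.7 ± 6.25 to 6.48 ± 4.80 CPM, and fell by 2.57 on the log2 scale (standard error 0.41, adjusted p = 0.00901 from edgeR). Zfp729a (-1.80), Zfp40 (-1.76) and Zfp709 (-1.73) were also among the 10 largest decreases, and reads of such paralogs may be shared. B3gnt5, a glycosyltransferase of glycolipid synthesis, fell by 1.83 and Glce, an epimerase of heparan sulfate synthesis, by 2.11 on the log2 scale. Nxnl2 (-2.51), Gm10509 (-1.77), Cep170 (-1.73) and C1ql3 (-1.72), which overlaps Pter, were the others. In GRCm38, Slc17a6 lies on chromosome 7 from 51621830 to 51671126 and Zfp760 on chromosome 17 from 21707430 to 21725636. Slc17a6 was also called by edgeR in pre-exposed mice 1 and 5 alone (log2 fold change 8.66, adjusted p = 0.00230), as were Clec4a2, Prg2, Slpi, Ifi207 and Fcrla, whereas that fit called no gene lower, with 338 at an unadjusted p under 0.05. Without naïve mouse 1 the adjusted p from edgeR was 0.0517 for Glce, Wfdc17 and Zfp709 and 0.0538 for Ly6d, which also had 0.0506 without pre-exposed mouse 2. Among the fits that left out 1 library, Zfp40 passed only without pre-exposed mouse 1 or 5 (0.0677 to 0.146 in the others). Nxnl2 did not pass without naïve mouse 1, 4 or 5 or pre-exposed mouse 2 or 3 (0.0600 to 0.0838). Left-out libraries also moved fold changes that still passed. Slc17a6 had 7.19 without pre-exposed mouse 5, and without naïve mouse 5, which held most of its naïve counts, its fitted value of 10.68 depends on the prior count. Without naïve mouse 4 the values were 6.68 for 1600010M07Rik, 7.18 for Ly6d, 6.50 for Prg2, 6.71 for Slpi and 6.08 for Ifi207. Without pre-exposed mouse 2 they were 5.25 for 1600010M07Rik, 4.45 for Prg2, 4.79 for Slpi and 4.18 for Wfdc17. Wfdc17 had 6.69 without naïve mouse 3, Fcrla 5.13 without naïve mouse 1, and Ifi207 and Zfp40 had 4.65 and -2.39 without pre-exposed mouse 1. The calls of Gm10509, Cep170 and C1ql3 all ended without naïve mouse 1 (0.0751, 0.0756 and 0.0741), naïve mouse 2 (0.0526, 0.0605 and 0.0713) or pre-exposed mouse 2 (0.0893, 0.0778 and 0.0838). Gm10509 also did not pass without naïve mouse 3 (0.0506) or pre-exposed mouse 3 (0.0503), Cep170 without naïve mouse 4 (0.0628) or 5 (0.0528) or pre-exposed mouse 3 (0.0545), and C1ql3 without naïve mouse 4 (0.0656) or 5 (0.0574).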

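Among the genes that edgeR called, 184 higher and 81 lower ones had no overlap between the libraries of pre-exposed and naïve mice at a mean of at least 5 CPM. At any level, 624 of all 12655 genes tested had groups apart, where chance gives 0.794% of genes for 5 mice against 5. They included the chemokine genes Ccl3, Ccl4 and Ccl5, the cytokine gene Ifng, the granule gene Nkg7 and the cytokine receptor gene Il23r. The class II genes H2-Aa and H2-DMb2 were not among them, since pre-exposed mouse 5 did not lie above the naïve mice. Trdc, the constant region of the TCR δ chain, named after its value was seen, was at 2718 ± 868 CPM in naïve mice and 2399 ± 980 in pre-exposed mice (SD, n = 5 each), a log2 fold change of -0.18 (standard error 0.32, adjusted p = 0.767 from edgeR). Cd3d, a chain of the CD3 complex, rose by 1.02 on the log2 scale (standard error 0.28, adjusted p = 0.0460 from edgeR). Of 9 tested γδ T cell genes 1 rose and none fell (1 higher when adjusted over the list alone), with a median log2 fold change of 0.09, or -0.03 with library totals in place of TMM (camera, adjusted p = 0.530). With the length trend removed the median was -0.67, with 1 gene lower and none higher (camera down, adjusted p = 0.0404, and adjusted p = 0.446 with an estimated correlation). The γδ T cell genes summed to 7084 to 11847 CPM in naïve mice (exact permutation test, p = 0.635). The sums were 4625, 11334, 12396, 10007 and 15392 in pre-exposed mice 1 to 5. Mouse 1, with the highest class II median (3.88), lay below the naïve range, whereas mice 2 to 4 (3.31, 2.57 and 2.73) did not. The γδ T cell list holds genes of CD3 chains such as Cd3d, which αβ T cells express too. Its sum is therefore not specific to γδ T cells. Markers of αβ T cells summed to 1794.5 to 2172 CPM in naïve mice (exact permutation test, p = 0.0397). They summed to 1962, 3615, 3138, 3259 and 2633 in pre-exposed mice 1 to 5. Of 9 marker genes of αβ T cells 1 rose and none fell (5 higher when adjusted over the list alone), with a median of 1.10 (camera, adjusted p = 0.000979, and adjusted p = 0.181 with an estimated correlation). Their median was 0.43 in mice 1 and 5, where the list did not pass (camera, adjusted p = 0.175), and 1.31 in mice 2 to 4. EdgeR called 6 of the 9 higher without pre-exposed mouse 5 and 7 in mice 2 to 4. It called none in mice 1 and 5, with 1 higher at an unadjusted p under 0.05. Trac, the constant region of the TCR α chain, rose by 1.17 (adjusted p = 0.0222 from edgeR), and the coreceptor genes Cd4 and Cd8a had log2 fold changes of 1.87 and 1.51 (adjusted p = 0.0513 and 0.0759). Cd3d did not pass without any 1 naïve mouse or pre-exposed mouse 2, 3 or 4 (0.0686 to 0.151), and Trac did not pass without naïve mouse 1 (0.0788), 2 (0.0640) or 5 (0.0585) or pre-exposed mouse 2 (0.0797). From the upregulated and down regulated genes the paper concludes that malaria infection causes significant transcriptional changes in the EM γδ T cell population that are still present without active infection.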

**Figure 3:**
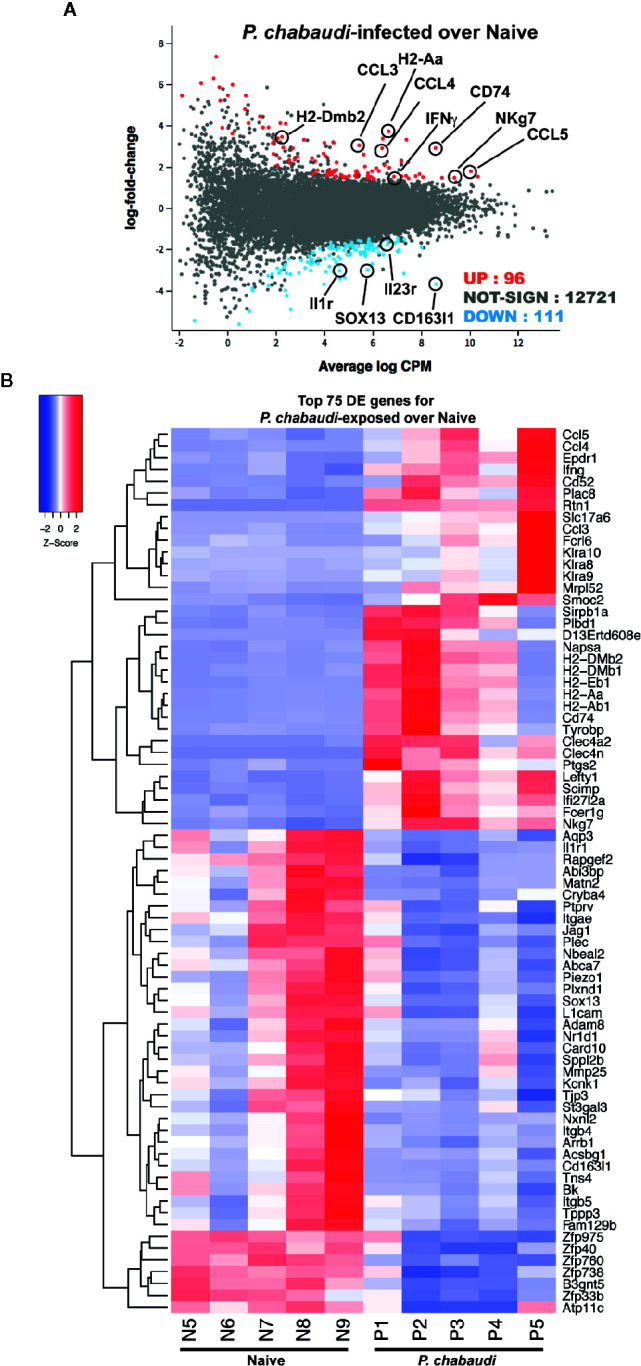
RNA-sequencing of EM γδ T cells from *P. chabaudi* pre-exposed mice and naïve controls. EM γδ T cells from drug-treated naïve mice (n=5 donors) and *P. chabaudi* pre-exposed mice (n=5) were FACS sorted followed by RNA extraction and RNA-sequencing. Differential gene expression for *P. chabaudi* over naïve mice was summarized in **(A)** mean-difference (MD) plot of log2 expression fold-changes against the average log-expressions for each gene. The differentially expressed (DE) genes relative to a fold change threshold of 1.5 are highlighted, with points colored in red and blue indicating up- and down regulated genes respectively. **(B)** Heatmap of the expressions of the top 75 DE genes between *P. chabaudi* and naïve mice. Each vertical column represents genes for each mouse. For a given gene the red and blue coloring indicates increased and decreased expression in *P. chabaudi* compared to naïve respectively.

### Genes Involved in Antigen Presentation and Processing Are Upregulated in Pre-Exposed EM γδ T Cells

To understand the biological processes affected by previous exposure to malaria in the EM γδ T cell population, gene ontology (GO) pathway analysis was performed. Among the 20 most highly enriched GO terms in the upregulated biological processes, seven were associated with antigen-processing and presentation. In addition, genes were enriched for processes involving positive regulation of acute inflammatory responses and response to IFNγ **Supplemental Figure 1**). 

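Reactome sets of antigen presentation, chemokine signalling and protein synthesis, used here in place of GO terms, were among those that moved up in pre-exposed EM γδ T cells. These calls were made at a preset correlation, and camera called no set with an estimated correlation. Of the 85 tested genes of antigen processing and cross-presentation, 5 rose (camera, adjusted p = 1.05e-05). The set MHC class II antigen presentation, which also holds many genes of vesicle transport, had 13 of 75 genes higher and did not pass (camera, adjusted p = 0.0886). Chemokine receptors bind chemokines had 7 of 28 genes higher (camera, adjusted p = 0.00018), and its adjusted p was 0.000959 with the length trend removed and 0.000161 in pre-exposed mice 1 and 5. Eukaryotic translation elongation, which holds the ribosomal proteins, had 48 of 118 genes higher (camera, adjusted p = 7.25e-27). Over the 813 sets with 10 to 500 tested genes, camera called 170 up and 10 down at a preset correlation. It called none with an estimated correlation (adjusted p = 0.476 for translation elongation). In pre-exposed mice 1 and 5 it called 104 sets up and 5 down, and with the length trend removed 69 up and none down, both fits chosen after seeing the data. The cross-presentation set had an adjusted p of 0.251 with the length trend removed.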

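Genes that respond to IFNγ did not move one way in pre-exposed EM γδ T cells. Of 20 IFNγ-responsive genes, such as those of transcription factors and guanylate-binding proteins, 2 rose and none fell, while 4 were higher and 3 lower when adjusted over the list alone. The members that rose were Ciita, the master regulator of MHC class II genes (log2 fold change 3.19, adjusted p = 0.0243 from edgeR), and Cxcl10, a chemokine induced by IFNγ (1.71, adjusted p = 0.0393). Ciita overlaps Dexi and Cxcl10 overlaps Art3. The transcription factor gene Irf1, named after its value was seen, had a log2 fold change of -0.22 (adjusted p = 0.600 from edgeR). Over the list the median was -0.01, or 0.02 under upper quartile scaling, and the mean 0.32, and the list did not pass as a set (camera, adjusted p = 0.604). Reactome's set of IFNγ signalling had 7 of 80 genes higher and 1 lower and did not pass either (camera, adjusted p = 0.195). The edgeR calls of Ciita and Cxcl10 ended without naïve mouse 1 (0.0836 and 0.113), 2 (0.070 and 0.0940) or 4 (0.0627 and 0.0735) or pre-exposed mouse 2 (0.0810 and 0.0903). Ciita also did not pass without naïve mouse 3 (0.0604) and had 2.55 without pre-exposed mouse 1, while Cxcl10 did not pass without naïve mouse 5 (0.0835) or pre-exposed mouse 3 (0.0617).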

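Of 14 genes of MHC class II presentation, 11 rose in pre-exposed EM γδ T cells and none fell (13 higher when adjusted over the list alone), with a median log2 fold change of 2.75. Of the 14, 6 are genes that the study picked from these libraries. H2-Ab1, the β chain of I-A, rose from 58.3 ± 39.7 to 1248.5 ± 910 CPM (SD, n = 5 each), by 4.43 on the log2 scale (standard error 0.80, adjusted p = 0.0118 from edgeR). H2-Eb1, the β chain of I-E, rose by 4.09 (standard error 0.69, adjusted p = 0.00930), and H2-DMb1, a chain of H2-M, by 3.34 (standard error 0.67, adjusted p = 0.0174). Cd74, the invariant chain that guides class II molecules to the endosome, rose from 151 ± 97.9 to 2397 ± 1851 CPM, by 3.99 (standard error 0.76, adjusted p = 0.0141 from edgeR). Clec4a2 rose from 0.144 ± 0.323 to 10.1 ± 4.88 CPM (log2 fold change 6.80, standard error 0.90, adjusted p = 0.00205 from edgeR) and had counts in naïve mouse 5 alone among the naïve mice. Without that mouse the fitted value of 10.08 depends on the prior count. Flt3, a growth factor receptor of dendritic cells and their precursors, rose by 4.51 (standard error 0.67, adjusted p = 0.00589 from edgeR). That of Flt3 was 5.36 without naïve mouse 3. Clec4a2 and Flt3 were higher in 5 of 5 pre-exposed mice than in any naïve mouse (exact permutation test, p = 0.00794). In GRCm38, H2-Ab1, H2-Eb1 and H2-DMb1 lie on chromosome 17 from 34263227 to 34269418, from 34305867 to 34316674 and from 34153191 to 34160229, and Cd74 lies on chromosome 18 from 60803849 to 60812652. Clec4a2 lies on chromosome 6 from 123122690 to 123143999 and Flt3 on chromosome 5 from 147330741 to 147400489. Markers of other cell types moved with the class II genes. Of 12 markers of conventional dendritic cells 8 rose and none fell (10 higher when adjusted over the list alone), with a median of 2.33. They included Clec9a, a receptor for dead cells (3.82, adjusted p = 0.0118 from edgeR), whereas the chemokine receptor gene Xcr1, named after its value was seen, had 0.01 (adjusted p = 0.994). Of 9 monocyte and macrophage markers 6 rose (7 when adjusted over the list alone, median 3.13), among them Adgre1, which encodes F4/80 (3.55, adjusted p = 0.00546 from edgeR). Plasmacytoid dendritic cell markers rose in 5 of 8 cases (6 when adjusted over the list alone, median 1.73) and B cell markers in 4 of 7 (5 when adjusted over the list alone, median 2.88). Among the B cell markers, Cd79b and Cd22, named after their values were seen, had log2 fold changes of 0.05 and -0.34 (adjusted p = 0.930 and 0.618 from edgeR). As a set the class II list had a camera adjusted p of 8.19e-10, and adjusted p = 0.181 with an estimated correlation. The camera adjusted p for dendritic cell, monocyte, plasmacytoid and B cell markers was 1.89e-06, 8.07e-05, 0.000979 and 0.0458, with adjusted p = 0.181, 0.181, 0.181 and 0.295 with an estimated correlation. The B cell set did not pass in mice 1 and 5 (0.0671), in mice 2 to 4 (0.0636) or with the length trend removed (0.0596). Summed over the class II list, naïve mice had 311 to 717 CPM and pre-exposed mice 1 to 5 had 6588, 10609, 4690, 3869 and 562 (exact permutation test, p = 0.0238). The dendritic cell sums were 153 to 302 in naïve mice and 908, 1537, 776, 678 and 251 in pre-exposed mice 1 to 5 (exact permutation test, p = 0.0317). B cell markers summed to 104 to 167 in naïve mice and to 161, 216, 141, 187 and 85.9 in pre-exposed mice 1 to 5 (exact permutation test, p = 0.484). The class II median was 2.45 in pre-exposed mice 1 and 5, where edgeR called none of its members and 10 had an unadjusted p under 0.05, and 2.79 in mice 2 to 4, where it called 12. The 11 calls became 3, 5, 5 and 7 without naïve mouse 1, 2, 4 or 5 and 4 without pre-exposed mouse 2. H2-DMb1 did not pass without naïve mouse 1, 2 or 4 (0.0645, 0.0526 and 0.0548) or pre-exposed mouse 2 (0.0661), Cd74 without naïve mouse 1 (0.0538) or pre-exposed mouse 2 (0.0566), and Clec9a without naïve mouse 1 (0.0533).

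**Figure D3:**
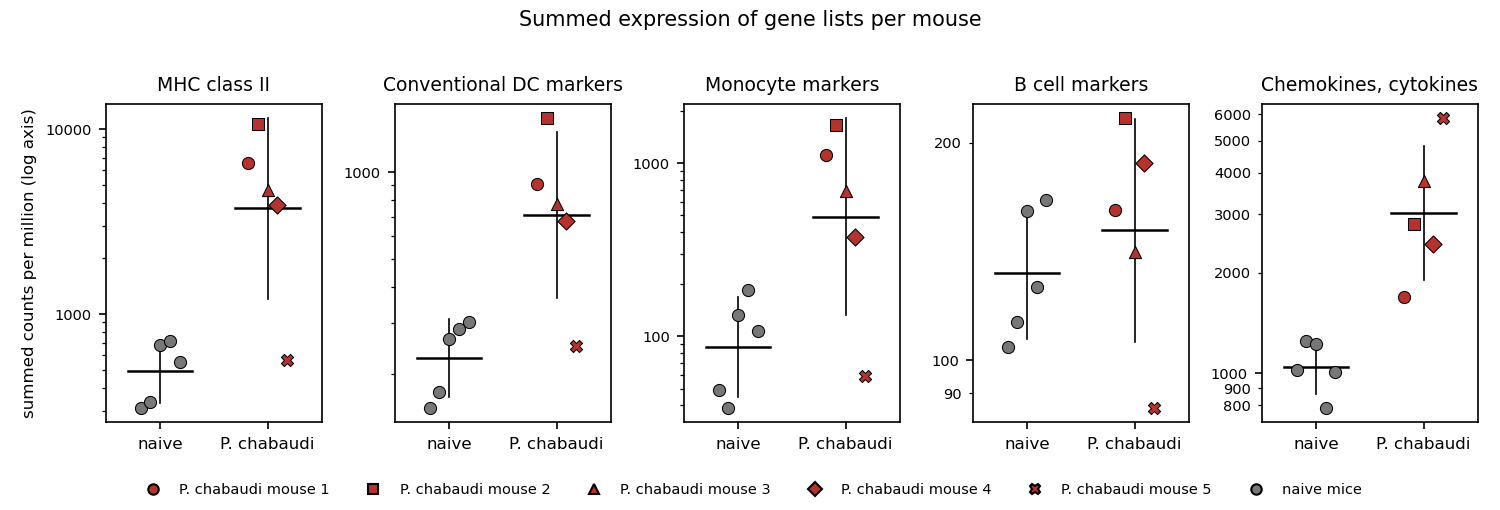
CPM summed over the genes of MHC class II presentation, of conventional dendritic cell, monocyte and B cell markers and of T cell chemokines and cytokines, per mouse, on log axes, in naïve (grey) and pre-exposed (red) mice, with a horizontal bar at the mean and a vertical line of ± SD, both on the log2 scale. Pre-exposed mouse 5 (cross) lies among the naïve mice for class II genes, at 562, and for dendritic cell markers, at 251, and highest for chemokines and cytokines, at 5838.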

Barcode plots and bar plots illustrating the enrichment of all genes in selected pathways showed that antigen-processing and presentation pathway included upregulation of MHC class II-related genes (H2-Aa, H2-Dmb2, H2-Ab1, H2-Eb1, H2-Dmb1), genes that support antigen-processing and presentation (Clec4a2, Flt3, Cd74, Ifng) and genes for FC receptor expression (Fcrgr2b, Fcer1g; **Figure 4A**). There were also enrichment of genes that suggested an increased responsiveness to IFNγ stimulation as shown by upregulation of chemokine and cytokine genes (Ccl3, Ccl4, Ccl5, Ifng, Xcl1), interferon induced transmembrane protein genes (Ifitm2, Ifitm3) and MHC class II-related genes (H2-Aa, H2-Ab1, H2-Eb1), but down regulation of IL23r (**Figure 4B**). In addition, gene enrichment analysis suggested that pre-exposed EM γδ T cells have the potential to contribute to a sustained inflammatory response as shown by upregulation of Fcer1a, Alox5bp. 

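Xcl1, the chemokine that attracts cross-presenting dendritic cells, rose from 155 ± 39.3 to 562 ± 442 CPM (SD, n = 5 each), by 1.85 on the log2 scale (standard error 0.43, adjusted p = 0.0276 from edgeR). Ifitm3, which restricts the entry of viruses into cells, rose by 4.04 (standard error 0.74, adjusted p = 0.0121 from edgeR), and its paralog Ifitm2 by 3.98 (standard error 0.72, adjusted p = 0.0118). Reads shared between the paralogs are uncertain. These 3 genes were above all naïve mice in 4 of 5 pre-exposed mice (exact permutation test, p = 0.0238 for each). In pre-exposed mouse 5, Ifitm3 was at 8.54 CPM, against 7.90 ± 5.79 in naïve mice, and monocyte markers summed to 58.9, within the naïve range of 38.8 to 185. In GRCm38, Xcl1 lies on chromosome 1 from 164931644 to 164935522, and Ifitm2 and Ifitm3 lie on chromosome 7 from 140954837 to 140959686 and from 141009590 to 141010744. Of the 11 genes that the study picked from these libraries for its response to IFNγ, 10 rose and Il23r fell (10 and 1 when adjusted over the list alone), which is not independent evidence of the direction. As a set they had a camera adjusted p of 9.08e-09, and adjusted p = 0.00335 with an estimated correlation, which was 0.0635 in mice 2 to 4. Of 16 type I interferon-stimulated genes, many of them antiviral effectors, 3 rose and none fell (6 higher when adjusted over the list alone). These were Ifitm3, Oasl2 (log2 fold change 1.46, adjusted p = 0.0317 from edgeR), an antiviral gene of the OAS family, and Bst2, which encodes tetherin (1.02, adjusted p = 0.0425). The median of the list was 0.55 (camera, adjusted p = 0.000979, and adjusted p = 0.181 with an estimated correlation), at 0.14 in mice 1 and 5 and 0.69 in mice 2 to 4. Within pre-exposed mice 1 and 5 the log2 fold changes of Xcl1, Ifitm2 and Ifitm3 were 2.29, 3.32 and 3.44, and in mice 2 to 4 they were 1.48, 4.30 and 4.35. With the length trend removed, Xcl1 had 0.73 (adjusted p = 0.173 from edgeR). Xcl1 had 1.23 without pre-exposed mouse 5, and Ifitm2 and Ifitm3 had 3.36 and 3.37 without pre-exposed mouse 2. Without naïve mouse 1 the calls of Ifitm2 (0.0533) and Ifitm3 (0.0517) ended, and Xcl1 did not pass without any 1 naïve mouse or pre-exposed mouse 2 (0.0516 to 0.0898). Oasl2 did not pass without any 1 naïve mouse or pre-exposed mouse 2 or 3 (0.0620 to 0.104), nor Bst2 without any 1 naïve mouse or pre-exposed mouse 2, 3 or 4 (0.0610 to 0.133).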

Ptgs2, Fcer1g, and Ccl5 combined with down regulation of Adam8 (**Figure 4C**).

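Fcer1a, the α chain of the high-affinity IgE receptor, was at 0.391 ± 0.427 CPM in naïve mice and 8.57 ± 6.96 in pre-exposed mice (SD, n = 5 each). It rose by 4.86 on the log2 scale (standard error 0.88, adjusted p = 0.00930 from edgeR), with no count in pre-exposed mouse 5. Alox5ap, which presents arachidonic acid to 5-lipoxygenase for leukotriene synthesis, rose from 0.997 ± 0.954 to 23.0 ± 16.6 CPM, by 4.61 (standard error 0.78, adjusted p = 0.00930 from edgeR). Ptgs2, the cyclooxygenase of prostaglandin synthesis, rose from 0.432 ± 0.757 to 8.26 ± 6.06 CPM, by 3.98 (standard error 0.76, adjusted p = 0.0121 from edgeR), and was higher in 5 of 5 pre-exposed mice. Adam8, a membrane metalloprotease of leukocytes, was at 158 ± 98.1 and 78.9 ± 40.2 CPM and did not pass, with a log2 fold change of -1.0 (standard error 0.48, adjusted p = 0.214 from edgeR, and p = 0.175 in an exact permutation test). In GRCm38, Fcer1a and Ptgs2 lie on chromosome 1 from 173221269 to 173227232 and from 150100031 to 150108234, Alox5ap on chromosome 5 from 149265004 to 149288153, and Adam8 on chromosome 7 from 139978932 to 139995207. With Fcer1g and Ccl5, 5 of the 6 genes that the study picked from these libraries for this process rose and none fell (5 higher when adjusted over the list alone), which is not independent evidence of the direction. Their camera adjusted p was 0.000177, and adjusted p = 0.0203 with an estimated correlation, which was 0.0635 in mice 2 to 4 and 0.0651 with the length trend removed. Alox5ap and Fcer1a are also transcripts of myeloid cells and mast cells. Both lay above all naïve mice in 4 pre-exposed mice, those in which monocyte markers summed to 1119, 1674, 694 and 374 CPM. In mice 1 and 5 and in mice 2 to 4 the log2 fold changes were 3.52 and 5.34 for Fcer1a, 4.29 and 4.83 for Alox5ap and 4.50 and 3.54 for Ptgs2. Without naïve mouse 3, Alox5ap had 5.52 and Ptgs2 5.63. The call of Ptgs2 ended without naïve mouse 1 (0.0533) or 2 (0.0502).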

**Figure 4:**
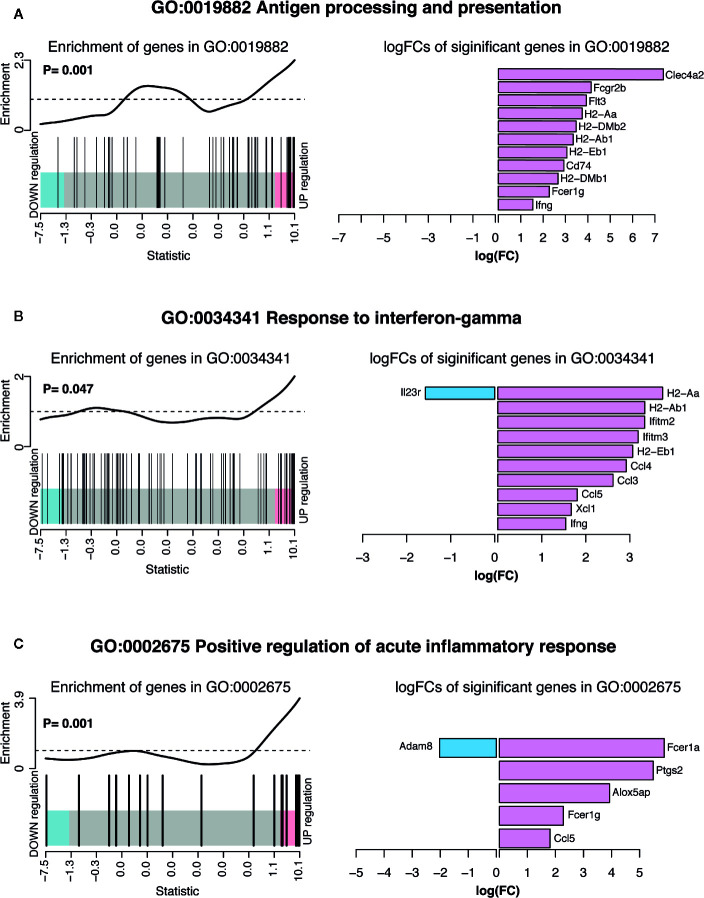
Summary of significant up or down regulated genes in selected upregulated biological processes. Barcode plots for enrichment of the pathway genes along with p-values relative to gene enrichment tested using ROAST method (left panel) and bar graphs of log fold changes of the significant pathway genes (right panel) for pathways **(A)** GO:0019882 antigen processing and presentation, **(B)** GO: 0034341 response to IFNγ and **(C)** GO:0002675 positive regulation of acute inflammatory response. The barcode plot ranks genes right to left from most up- to most down regulated in *P. chabaudi* mice, with genes in the pathways marked by vertical bars. The bar graph show log fold changes of significantly upregulated and down regulated genes in the pathway using pink bars and blue bars respectively.

Some of the most significantly down regulated biological processes included cell-substrate adhesion and cellular response to stimulus (**Supplemental Figure 1B**). 

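Sets of lipid signalling, growth factor signalling and extracellular matrix were among the 10 Reactome sets that moved down in pre-exposed EM γδ T cells. These calls were made at a preset correlation and ended with an estimated correlation or with the length trend removed. PI metabolism, the turnover of phosphoinositides, moved down over its 44 genes (camera, adjusted p = 0.000928). So did signalling by BMP (camera, adjusted p = 0.00391), a pathway of the TGF-β family, and heparan sulfate biosynthesis (camera, adjusted p = 0.00735), whose enzymes include Glce. Laminin interactions, a set of 10 genes of basement membrane proteins and their integrin receptors, had a camera adjusted p of 0.0481, and 0.332 with the length trend removed. With an estimated correlation camera called none of these sets, and with the length trend removed it called none of the 813 sets down.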

Considering that responsiveness to IFNγ stimulation was increased (**Supplemental Figure 1A**), decrease in the biological process of cellular response to stimulus suggests that the pre-exposed EM γδ T cell population is modulated to only respond to specific conditions such as presence of IFNγ. Barcode plots and bar plots illustrating the enrichment of all genes in these down regulated pathways showed that a total of 85 DE genes were represented in the cellular response to stimulus (**Figure 5A**). 

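Itgb4, an integrin subunit that binds laminin, fell from 18.1 ± 17.7 CPM in naïve mice to 3.28 ± 1.99 in pre-exposed mice (SD, n = 5 each). This was a log2 fold change of -2.37 (standard error 0.67, adjusted p = 0.0481 from edgeR), and 3 of 5 pre-exposed mice lay below all naïve mice (exact permutation test, p = 0.0317). Plxnd1, a receptor for semaphorins, was at 38.6 ± 21.0 and 12.0 ± 10.0 CPM, with a log2 fold change of -1.68 (standard error 0.57) that did not pass (adjusted p = 0.0905 from edgeR). Tspan2, a tetraspanin of the cell membrane, was at 12.2 ± 4.86 and 5.04 ± 3.82 CPM, with a log2 fold change of -1.32 (standard error 0.54, adjusted p = 0.147 from edgeR). In GRCm38, Itgb4 lies on chromosome 11 from 115974725 to 116008412, overlapping Galk1, Plxnd1 on chromosome 6 from 115954811 to 115995339, and Tspan2 on chromosome 3 from 102734770 to 102772310, overlapping Tspan2os. The log2 fold changes of Itgb4, Plxnd1 and Tspan2 were -2.38, -1.03 and -0.44 in pre-exposed mice 1 and 5, and -2.29, -2.29 and -2.18 in mice 2 to 4. The call of Itgb4 held without naïve mouse 2 or pre-exposed mouse 1 or 5 and ended in the other fits that left out 1 library (0.0524 to 0.136), with a log2 fold change of -1.67 without naïve mouse 5. With the length trend removed it was -1.97 (standard error 0.67) and did not pass (adjusted p = 0.148 from edgeR), while Plxnd1 passed without pre-exposed mouse 1 (0.0300).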

The three most down regulated genes in this pathway were Itgb4, Plxnd1, and Tspan2, which are all associated with signal transduction and cell-cell signaling. The most upregulated gene in this pathway was Fcer1a, which has been associated with an immune suppressive role in APCs (44). 

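Fcer1a was above all naïve mice in 4 of 5 pre-exposed mice (exact permutation test, p = 0.0476). The study picked it for this process together with Itgb4, Plxnd1 and Tspan2 from these libraries. Of these 4 genes 1 rose and 1 fell (1 higher and 3 lower when adjusted over the list alone), which is not independent evidence of a direction (camera down, adjusted p = 0.139). Of 3 tested markers of mast cells and basophils, Fcer1a among them, 1 rose and none fell (3 higher when adjusted over the list alone), with a median log2 fold change of 2.53. As a set they had a camera adjusted p of 0.0148 (0.0859 in mice 1 and 5), and adjusted p = 0.181 with an estimated correlation. Cpa3, a protease of mast cell granules, had a log2 fold change of 1.14 (adjusted p = 0.0739 from edgeR).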

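Among the genes of cell-substrate adhesion that the study names, Smoc2, a matricellular calcium-binding protein, rose most in pre-exposed EM γδ T cells. It rose from 8.95 ± 4.68 to 72.7 ± 44.4 CPM (SD, n = 5 each), by 2.98 on the log2 scale (standard error 0.48, adjusted p = 0.00866 from edgeR). Epdr1, a glycoprotein linked to cell adhesion, rose by 2.06 (standard error 0.42, adjusted p = 0.0183 from edgeR), and both were higher in 5 of 5 pre-exposed mice. Trpm7, an ion channel with a kinase domain, fell from 215 ± 24.0 to 91.0 ± 56.1 CPM, with a log2 fold change of -1.24 (standard error 0.35, adjusted p = 0.04998 from edgeR). It lay below all naïve mice in 5 of 5 pre-exposed mice (exact permutation test, p = 0.00794). In GRCm38, Smoc2 lies on chromosome 17 from 14279490 to 14404790, Epdr1 on chromosome 13 from 19591708 to 19619830 and Trpm7 on chromosome 2 from 126791558 to 126876261. Apart from Itgb4, the other genes of the pathway had log2 fold changes below 0 and did not pass. These were the integrin genes Itga5 (-0.97, adjusted p = 0.208) and Itgb5 (-0.91, adjusted p = 0.317), the kinase gene Slk (-0.98, adjusted p = 0.178) and the Notch ligand gene Jag1 (-1.14, adjusted p = 0.0678 from edgeR). The others were the laminin gene Lamc1 (-0.91, adjusted p = 0.314), the adhesion molecule gene L1cam (-1.25, adjusted p = 0.144 from edgeR) and Adam8. Of the 11 genes, which the study picked from these libraries and which are therefore not independent evidence, 2 rose and 2 fell (2 higher and 4 lower when adjusted over the list alone). Their median was -0.98 (camera, adjusted p = 0.0433, and adjusted p = 0.239 with an estimated correlation). The set, at -0.74 in mice 1 and 5 and -1.38 in mice 2 to 4, did not pass in either (camera, adjusted p = 0.317 and 0.0584), without mouse 5 (0.0773) or with the length trend removed (0.108). Of 20 tested integrin genes, 3 of them among the study's genes, 2 fell and none rose (2 lower when adjusted over the list alone). Their median was -0.55 (camera, adjusted p = 0.0161, and adjusted p = 0.302 with an estimated correlation), at -0.40 in mice 1 and 5 and -0.83 in mice 2 to 4. The integrins did not pass in mice 1 and 5 (camera, adjusted p = 0.0856) or with the length trend removed (0.204). Itgae, the αE subunit that binds E-cadherin and overlaps Haspin, was the integrin gene that fell beside Itgb4, by 1.36 on the log2 scale (standard error 0.37, adjusted p = 0.0454 from edgeR). Trpm7 had -0.46 in pre-exposed mice 1 and 5 and -2.12 in mice 2 to 4, and Slk had -0.03 and -2.23. Of the fits that left out 1 library, Trpm7 passed only without pre-exposed mouse 1 or 5 (0.0791 to 0.168 in the others), and so did Itgae (0.070 to 0.132). The call of Epdr1 ended without naïve mouse 1, 2, 4 or 5 or pre-exposed mouse 2 (0.0526 to 0.0591). Jag1 passed without pre-exposed mouse 1 (0.0324) or 5 (0.0430), L1cam without pre-exposed mouse 1 (0.0400) and Slk without pre-exposed mouse 5 (0.0234).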

The enrichment of all genes in the cell-substrate adhesion pathway included down regulated integrin genes (Itgb4, Itga5, Itgb5), protein kinases (Trmp7, Slk) and genes associated with cell recruitment, adhesion and migration (Adam8, Jag1, Lamc1, L1cam) whereas Epdr and Smoc2 genes were upregulated (**Figure 5B**).

**Figure 5:**
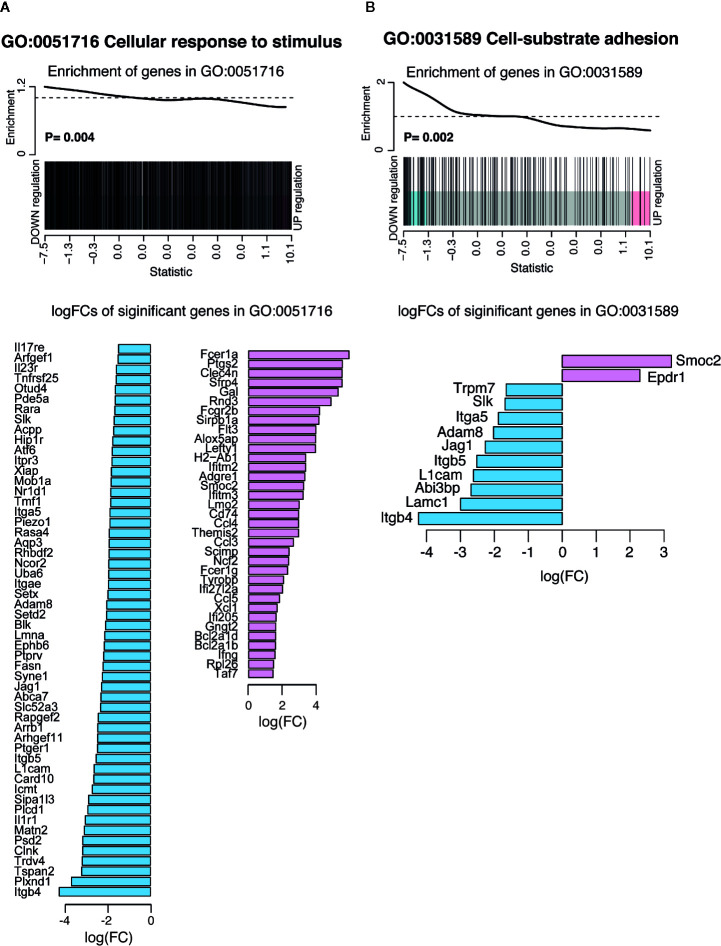
Summary of significant up or down regulated genes in selected down regulated biological processes. Barcode plots for enrichment of the pathway genes along with p values relative to gene enrichment tested using ROAST method (top panel) and bar graphs of log fold changes of the significant pathway genes (bottom panel) for pathways **(A)** GO:0051716 cellular response to stimulus and **(B)** GO: 0031589 cell-substrate adhesion. The barcode plot ranks genes right to left from most up- to most down regulated in *P. chabaudi* mice, with genes in the pathways marked by vertical bars. The bar graph show log fold changes of significantly upregulated and down regulated genes in the pathway using pink bars and blue bars respectively.

### Differentially Expressed Genes in Pre-Exposed EM γδ T Cells Are Positively Correlated With Differentially Expressed Genes in Resting Memory CD8^+^ T Cells

A previous study demonstrated that conventional CD8^+^ memory T cells have distinct transcriptional profiles, even in a resting state (i.e. without re-stimulation) that significantly differ from those of their naïve counterparts (45). As we had also performed transcriptional analysis from pre-exposed but resting cells, we wanted to examine similarities between the two transcriptional profiles and we compared our DE expression data (**Supplemental Table 1**) with the previously described signature defining resting CD8^+^ memory T cells (45) (Russ et al. **Supplemental Table 2**). A total of 43 DE genes were represented in both gene sets, of which 32 were upregulated and 11 were down regulated DE genes (**Figure 6A**). These overlapping genes presented in a heatmap (**Figure 6B**) included genes that were associated with hallmark functions of conventional memory T cells such as cytokine/chemokine production and cytotoxicity (Ccl4, Ccl5, Ccl3, Ifng, Nkg7). 

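Genes of effector function outside those named by the study were also higher in pre-exposed EM γδ T cells. Of 12 cytotoxic granule genes, 3 rose and none fell (5 higher when adjusted over the list alone), with a median log2 fold change of 0.69, and 1 of the 12, Nkg7, was picked by the study. Gzmb, the protease granzyme B, rose from 28.4 ± 8.92 to 76.9 ± 40.6 CPM (SD, n = 5 each), by 1.44 on the log2 scale (standard error 0.36, adjusted p = 0.0324 from edgeR). Gzma, granzyme A, which overlaps Cdc20b, rose from 118 ± 35.5 to 483 ± 436 CPM, by 2.04 (standard error 0.57, adjusted p = 0.0478 from edgeR). Prf1, which encodes the pore-forming protein perforin and is named after its value was seen, had a log2 fold change of 0.24 (adjusted p = 0.716 from edgeR). Of 11 markers of effector memory CD8+ T cells, 5 rose and none fell (6 higher when adjusted over the list alone, median 0.87). Ly6c2, a surface antigen of memory T cells and monocytes, rose from 172 ± 25.7 to 498 ± 138 CPM, by 1.53 (standard error 0.24, adjusted p = 0.00821 from edgeR). Cx3cr1, the fractalkine receptor of effector T cells and monocytes, rose by 2.29 (standard error 0.54, adjusted p = 0.0290 from edgeR). Camera gave an adjusted p of 0.00188 for the cytotoxic list and 0.00136 for the CD8+ list, and adjusted p = 0.181 for each with an estimated correlation. Cytotoxic genes summed to 2353 to 3144 CPM in naïve mice and 4002, 3399, 4637, 2484 and 6180 in pre-exposed mice 1 to 5 (exact permutation test, p = 0.0476). For the CD8+ list the sums were 2069 to 2475 and 3458, 2565, 3675, 1994 and 6632 (exact permutation test, p = 0.0873). Markers of NK cells, at 711 to 1779 in naïve mice and 1356, 1042, 2427, 951 and 4412 in pre-exposed mice 1 to 5 (exact permutation test, p = 0.230), had the same order among these mice. The CD8+ list did not pass in mice 2 to 4 (camera, adjusted p = 0.0778), nor the cytotoxic list with the length trend removed (camera, adjusted p = 0.109). The cytotoxic median was 0.47 in pre-exposed mice 1 and 5, 0.88 in mice 2 to 4 and 0.27 with the length trend removed, when Ly6c2 had a log2 fold change of 0.96 (standard error 0.30, adjusted p = 0.118 from edgeR). Of the cytotoxic, chemokine and cytokine genes together, edgeR called 10 higher with all libraries, 3, 5, 5, 4 and 5 without naïve mouse 1, 2, 3, 4 or 5, and 3 and 6 without pre-exposed mouse 2 or 3. Of the fits that left out 1 library, Gzmb passed only without pre-exposed mouse 1, 4 or 5 (0.0643 to 0.0816 in the others) and Gzma only without pre-exposed mouse 4 or 5 (0.0609 to 0.128). Cx3cr1 did not pass without naïve mouse 1, 2, 3 or 4 or pre-exposed mouse 2 or 3 (0.0632 to 0.0942).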

Genes involved in antigen presentation and processing (Clec4a2, Fcgr2b, H2-Aa, H2-Dmb2, H2-Ab1, H2-Eb1, Cd74, H2-Dmb1, Fcer1g), which was a prominent transcriptional signature of the memory-like EM γδ T cell DE gene set, also overlapped with the DE genes from CD8^+^ memory T cells. Furthermore, enrichment analysis showed that both up and down regulated DE genes in the EM γδ T cell gene set positively correlated with the DE genes in the CD8^+^ memory T cell gene set (P= 0.008; **Figure 6C**). 

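Fcgr2b, the inhibitory Fc receptor of B cells and myeloid cells, rose from 1.93 ± 2.23 to 36.1 ± 27.0 CPM (SD, n = 5 each), by 4.11 on the log2 scale (standard error 0.75, adjusted p = 0.0121 from edgeR). Fcer1g, the signalling γ chain of Fc receptors, rose from 76.5 ± 27.7 to 361 ± 204 CPM, by 2.23 (standard error 0.36, adjusted p = 0.00821 from edgeR). In GRCm38, Fcgr2b and Fcer1g lie on chromosome 1 from 170960558 to 170976071 and from 171229572 to 171234349. Every pre-exposed mouse was above every naïve mouse for Fcer1g (exact permutation test, p = 0.00794). Fcgr2b, like the class II genes and the monocyte markers, was above them in 4 of 5 mice (exact permutation test, p = 0.0159) and stood at 3.27 CPM in pre-exposed mouse 5. All 11 genes that the study picked from these libraries for antigen processing and presentation rose (11 when adjusted over the list alone), with a median log2 fold change of 4.11. So did all 14 genes that it lists as shared with CD8+ memory T cells (14 when adjusted over the list alone), with a median of 3.67, and neither count is independent evidence of the direction. As sets they had camera adjusted p values of 1.18e-11 and 3.68e-15, and adjusted p = 0.0225 and 0.00375 with an estimated correlation, which were both 0.0635 in mice 2 to 4. The median for antigen processing was 3.69 in pre-exposed mice 1 and 5, where edgeR called 1 of the 11, and 4.34 in mice 2 to 4. Fcgr2b did not pass without naïve mouse 1 (0.0556) or pre-exposed mouse 2 (0.0508) and had 5.08 without naïve mouse 3.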

To investigate if pre-exposed γδ T cells could alter the course of infection in naïve mice, we isolated γδ T cells from the spleen of either naïve or previously *P. chabaudi* exposed mice. These cells were then adoptively transferred into recipient C57BL/6 or RAG-1 mice (lacking T and B cells) that had been infected 1 day before with *P. chabaudi* iRBC. Additional control mice were infected and then injected with PBS. Parasitemia was measured daily by thin blood smears. We observed no significant difference in parasitemia or clearance of parasites between the experimental groups in the C57BL/6 WT mice (**Supplementary Figure 2A**). Assessment of whether pre-exposed γδ T cells had a direct effect on infection in absence of adaptive immunity, yielded similar results with no significant change in parasitemia in RAG-1 mice between the groups and all mice were unable to control the infection (**Supplementary Figure 2B**). Altogether, these observations supports the novel concept that *Plasmodium* exposure induces EM γδ T cells with a transcriptional profile resembling conventional memory T cells, but their protective role during a secondary infection *in vivo* remains to be determined.

**Figure 6:**
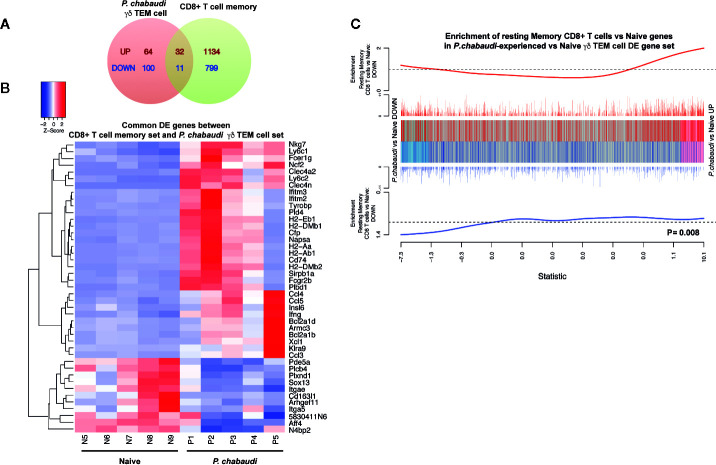
Differentially expressed genes in *P. chabaudi* pre-exposed γδ T cells are positively correlated with differentially expressed genes in CD8^+^ memory T cells. **(A)** Venn diagram showing the number of overlapping and non-overlapping up-regulated (red) and down regulated (blue) genes. **(B)** Heatmap of the gene expression relative to *P. chabaudi* pre-exposed γδ T cells data for the genes commonly significantly regulated (overlapping DE genes) between *P. chabaudi* pre-exposed γδ T cells data and CD8^+^ memory T cell data. Each vertical column represents genes for each mouse. For a given gene the red and blue coloring indicates increased and decreased expression in *P. chabaudi* compared to naïve respectively. **(C)** Barcodeplot for the enrichment of DE genes in the resting CD8^+^ memory T cell data in *P. chabaudi* compared to naïve in the *P. chabaudi* pre-exposed γδ T cell data, along with the ROAST p-value for the gene set testing.

## Discussion

In this study we used a malaria infection model to understand whether “memory-like imprints” were detectable in γδ T cells after the infection was cleared and whether this was associated with memory-like γδ T cell responses. We found that the transcriptional profile in pre-exposed EM γδ T cells was significantly different from EM γδ T cells from naïve mice and that differentially expressed genes in the pre-exposed EM γδ T cells were positively correlated with previously reported differentially expressed genes in resting CD8^+^ memory T cells. Although the overlapping differentially expressed genes were not unique to T cells, elevated transcript levels of effector molecule genes in otherwise resting γδ T cells were suggestive of an inherent functional ready-state that is a characteristic of conventional memory T cells. Furthermore, this showed that although γδ T cell populations in both naïve mice and previously *P. chabaudi*-infected mice were classified as “memory” populations based on traditional surface markers, only pre-exposed γδ T cells were observed to resemble that of conventional T cell memory.

Consistent with their memory-like transcriptional profile, we also found that pre-exposure to antigen resulted in enhanced functional capacity of responding γδ T cells upon encounter with cognate antigen. It has been suggested that as γδ T cells emerge from the thymus, they have already acquired a functional imprint, which limits their plasticity in the periphery (46–48). Furthermore, functionally distinct γδ T cells seem to have specific tissue distribution where spleen-derived γδ T cells are predominately prone to producing IFNγ (46). We found that pre-exposed γδ T cells were multifunctional as they produced both IFNγ and were cytotoxically active. However, the EM γδ T cell population previously-exposed to malaria displayed significant reductions in the expression of genes associated with IL-17 responses, suggesting limitation to their functional plasticity after *Plasmodium* infection. 

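Of 23 tested genes of the IL-17 programme of γδ T cells, 4 fell in pre-exposed EM γδ T cells and none rose (8 lower when adjusted over the list alone), with a median log2 fold change of -0.79. Il23r, Il1r1 and Cd163l1, all named by the study, were among these. The other was Aqp3, a water and glycerol channel, which fell from 132 ± 51.0 to 51.0 ± 19.5 CPM (SD, n = 5 each), by 1.36 on the log2 scale (standard error 0.33, adjusted p = 0.0295 from edgeR). Members that did not pass and are named after their values were seen included Blk, a kinase of IL-17-producing γδ T cells (log2 fold change -1.39, adjusted p = 0.0545 from edgeR), and the chemokine receptor gene Ccr2 (-0.85, adjusted p = 0.0716). The cytokine gene Il17f, also named after its value was seen, had 0.84 (adjusted p = 0.226 from edgeR). The list moved down as a set (camera, adjusted p = 2.28e-05, and adjusted p = 0.192 with an estimated correlation), and 5 of its genes are ones that the study picked from these libraries. Over the 18 members that the study does not name the median was -0.71, with 1 lower at an adjusted p under 0.05 and 6 at an unadjusted p under 0.05. The list's summed CPM were 4582 to 9314 in naïve mice and 4602, 3237, 2995, 3754 and 4029 in pre-exposed mice 1 to 5 (exact permutation test, p = 0.0159). Its median was -0.88 in pre-exposed mice 1 and 5, where edgeR called none lower and 9 had an unadjusted p under 0.05, and -0.77 in mice 2 to 4, where it called 11. With the length trend removed the median was -0.56, with 2 calls. The count of 4 became 1 without naïve mouse 1, 4 or 5 or pre-exposed mouse 2 or 3, and 7 and 8 without pre-exposed mouse 1 or 5. Aqp3 had adjusted p = 0.0811, 0.0829, 0.0737, 0.0903 and 0.0666 from edgeR without naïve mouse 1, 4 or 5 or pre-exposed mouse 2 or 3.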

Apart from low gene expression of IL-17a, this included significantly lower expression levels of *Sox13* and *Il1r1* genes. 

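Il17a, the gene of the cytokine IL-17A, lies on chromosome 1 of GRCm38 from 20730905 to 20734496 and was at 3.82 ± 3.33 CPM in naïve mice and 4.66 ± 3.73 in pre-exposed mice (SD, n = 5 each). Its log2 fold change of 0.27 (standard error 0.76) did not pass (adjusted p = 0.859 from edgeR, and p = 0.492 in an exact permutation test). It was -0.11 without naïve mouse 2 and -0.16 without pre-exposed mouse 5, neither past the threshold (adjusted p = 0.937 and 0.892 from edgeR). Of the 28 settings run for this gene, 4 reversed its sign and none passed. Of the 4 genes that the study picked from these libraries for IL-17 responses, 2 fell and none rose (3 lower when adjusted over the list alone), with a median log2 fold change of -1.44, which is not independent evidence of the direction. Their camera adjusted p was 0.0135, and adjusted p = 0.219 with an estimated correlation, and it was 0.0576 in mice 2 to 4.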

Sox13 is a lineage specific γδ T cell transcription factor (49), which promotes IL-17 producing γδ T cells (50) and IL-1 has recently been indicated to play an important role in supporting IL-17 production by antigen-specific T cells *in vivo.* Cells from *Il1r1*-deficient mice had dramatically reduced IL-17 production compared to cells from wild-type mice (51). Furthermore IL-17 producing γδ T cells have been shown to rapidly respond to IL-23, which induces and supports IL-17 production (52–54). 

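The decrease of Il23r passed in all 10 fits that left out 1 library. Its log2 fold change was -1.12 in pre-exposed mice 1 and 5 (adjusted p = 0.136 from edgeR), -1.48 in mice 2 to 4 (adjusted p = 0.000694) and -1.22 with the length trend removed (adjusted p = 0.0284).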

Interestingly following *Plasmodium* exposure, EM γδ T cells have down regulated their *Il-23r* gene expression suggesting that they are less responsive to endogenous IL-23. As stimulation *in vitro* was carried out on bulk splenocyte preparations, which include CD4^+^ and CD8^+^ T cells, we could not exclude that a bystander effect was contributing to the activation of pre-exposed γδ T cells. However, the transcriptional data from *ex vivo* EM γδ T cells indicates that the functionally intrinsic characteristics of these cells is altered with infection and is maintained in absence of parasites.

We showed here that the γδ T cell population in the spleen not only acquires memory-like characteristics, but also potentially fill an additional role as APCs. Although antigen-presentation and processing by γδ T cells has previous been described, this characteristic remains relatively unexplored. This function is seemingly acquired upon TCR activation and human Vδ2 T cells activated with the phosphoantigen isopentenyl pyrophosphate induced high levels of APC-related molecules, which resulted in a functional capacity to present antigens to αβ T cells (55). In *P. falciparum*-infected individuals there is an increase of Vγ9Vδ2 T cells that express APC-related surface markers and this expression was induced by iRBCs (56). These cells were also able to elicit αβ T cell responses *in vitro* suggesting that γδ T cells may simply supplement existing APC populations. However, spleen-derived γδ T cells reside in an organ that plays a central role in the capacity to control and clear parasites and are in a location that allows them to encounter and remove blood-borne antigens and also initiate innate and adaptive immune responses. It is possible that following an initial malaria infection once an adaptive memory has been established, exposed γδ T cells promote specific adaptive T cell functions. In support of this proposition, intestinal γδ T cells have been found to have APC function and elicit distinct CD4^+^ T cell responses compared to responses induced by typical professional APCs (57). While the Vγ9Vδ2 T cell subset in humans are responsive to phosphoantigens (58), there is no evidence that murine γδ T cells are equally responsive to this stimulation. Despite this, it is interesting to note that the APC-like state of γδ T cells show that similar induction occurred *in vivo* in mice. Furthermore, in contrast to Howard et al. (56), our study also demonstrated that this APC-relevant expression by γδ T cells remained after clearance of the infection. However, a comprehensive understanding of the APC-capacities of tissue-resident γδ T cells and the specific functions that they provide for subsequent *Plasmodium* infections remains to be determined.

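Costimulatory and class I genes, which antigen-presenting cells use beside class II genes, were measured too. Of 8 genes of costimulatory ligands, 1 rose and none fell, although 6 were higher when adjusted over the list alone, with a median log2 fold change of 1.07 (camera, adjusted p = 0.0275, and adjusted p = 0.237 with an estimated correlation). Cd40, a receptor through which T cells license antigen-presenting cells, rose by 3.03 on the log2 scale (adjusted p = 0.0298 from edgeR). Cd80 and Cd86, the ligands of CD28, had log2 fold changes of 2.23 and 1.42 (adjusted p = 0.0873 and 0.0936). Of 15 genes of MHC class I presentation, 1 rose and none fell (3 higher when adjusted over the list alone), with a median of 0.15 (camera, adjusted p = 0.269). That gene was Psme2, a subunit of the proteasome activator PA28 (1.29, standard error 0.31, adjusted p = 0.0312 from edgeR). B2m, the light chain of class I molecules, named after its value was seen, had a log2 fold change of 0.78 (adjusted p = 0.198). The costimulatory ligands are also expressed by dendritic cells, whose markers had median log2 differences from the naïve mean of 3.55, 3.04, 2.64, 2.54 and -0.19 in pre-exposed mice 1 to 5. The costimulatory sums were 175, 222, 183, 152 and 159 CPM in these mice and 86.8 to 150 in naïve mice (exact permutation test, p = 0.00794). In pre-exposed mice 1 and 5 alone the list had a median of 0.64 and did not pass (camera, adjusted p = 0.274), against 1.23 in mice 2 to 4. Without naïve mouse 3 Cd40 had 4.04. The call of Cd40 ended without naïve mouse 1, 2, 4 or 5 or pre-exposed mouse 2 or 3 (0.0550 to 0.104), and Psme2 passed without pre-exposed mouse 1, 4 or 5 but in no other fit that left out 1 library (0.0512 to 0.109).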

The work presented here demonstrates that blood-stage *Plasmodium* infection has a profound effect on the splenic γδ T cell population, modifying its response capacity and gene expression profile. While our observations here support the existence of traditional memory cells with augmented secondary responses upon antigen re-encounter, their protective role during a secondary infection *in vivo* remains to be resolved. Evidence suggests that the role of γδ T cells in protection is an intricate balance of timing, accessory signals from other immune cells, and also regulation of other immune cells by γδ T cells (18, 22, 59–62). Collectively, this confounds effective investigation of protective capacity of memory-like γδ T cells in a traditional sense using adoptive transfers into naïve mice upon challenge. Survival and effector capacity of pre-exposed γδ T cells may be closely tied to other memory populations, which would not be present in newly infected mice. Therefore we were unable to determine whether pre-exposed memory-like γδ T cell effector functions such as enhanced cytokine production and cytotoxic activity, could alter the course of infection or not upon antigen re-exposure *in vivo*. Furthermore, it also appears that effector function may not necessarily be the only role for these cells. Our findings here suggest a model by which antigen-experienced γδ T cells undergo transcriptional changes that allows them to fulfil a novel role as antigen-presenting cells in subsequent infections. These findings have important implications for our understanding of the role of γδ T cells in host immunity and gives insight into potential therapeutic modulations that can be achieved.

## Data Availability Statement

The raw data supporting the conclusions of this article will be made available by the authors, without undue reservation.

## Author Contributions

RK and LI performed experiments and critically reviewed the manuscript. WA and DP analyzed data and critically reviewed the manuscript. DW, RM, and SS analyzed data. IM, DH, and LS provided conceptual input into the study design and critically reviewed the manuscript. EE conceived and performed experiments, analyzed data, and prepared the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by NHMRC grant APP106722 (EE). This work was made possible through Victorian State Government Operational Infrastructure Support and Australian Government NHMRC IRIISS. IM is supported by an NHMRC Senior Research Fellowship (#1043345). The funders had no role in study design, data collection and analysis, decision to publish, or preparation of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptional Memory-Like Imprints and Enhanced Functional Activity in γδ T Cells Following Resolution of Malaria Infection
**Source:** Front Immunol. 2020 Oct 14;11:582358. doi: 10.3389/fimmu.2020.582358
**Supplement:** Supplementary file 1

# Supplemental Figure 1

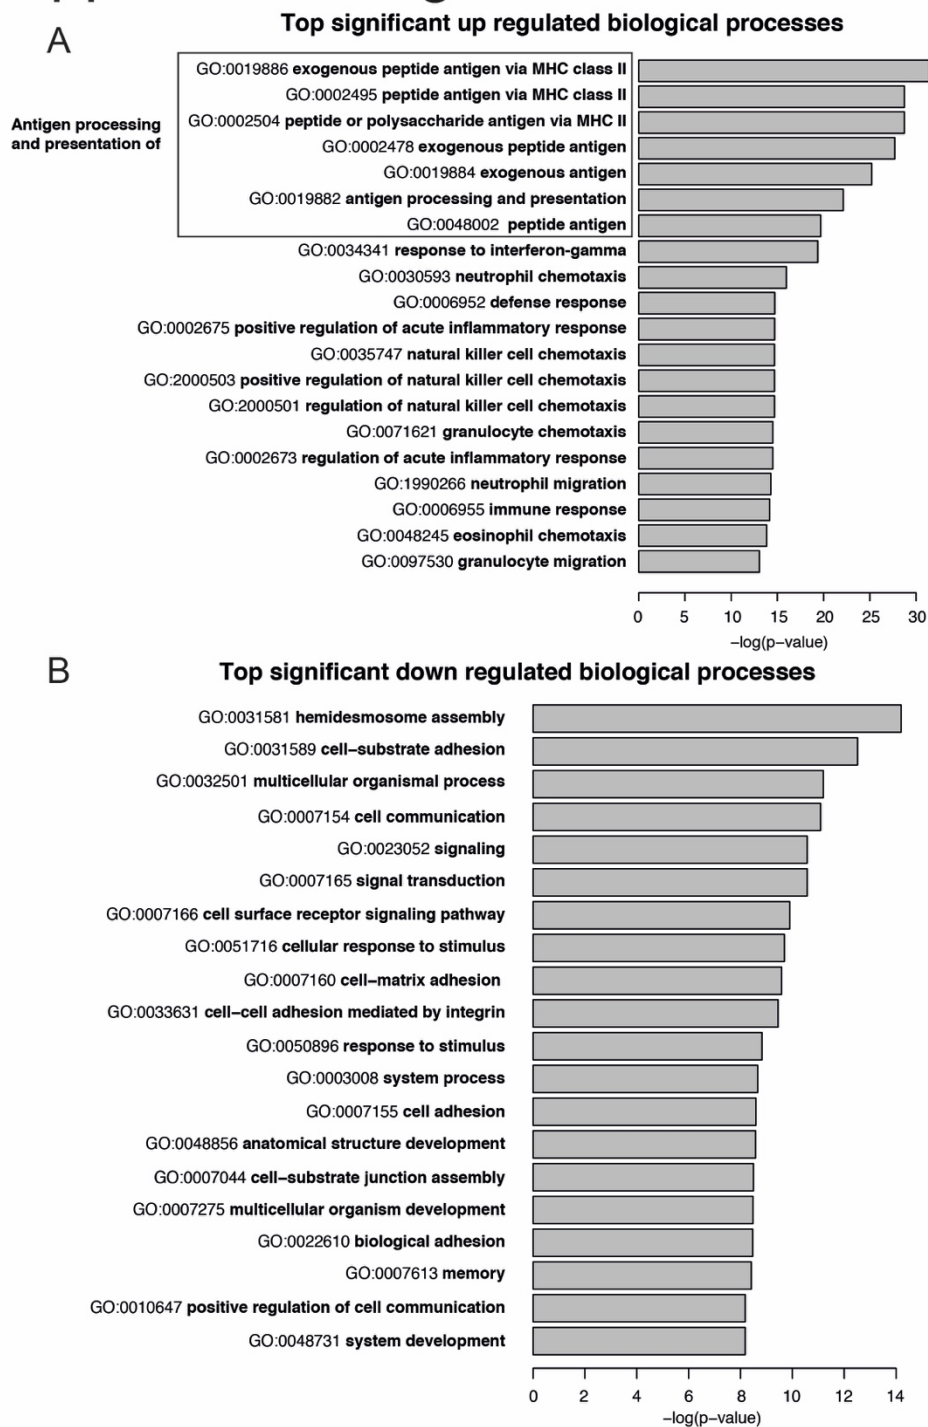

**Supplemental Figure 1. Pathway analysis of differentially expressed genes.** Gene Ontology (GO) terms for the differentially expressed genes were identified and the top 20 significantly A) upregulated and B) down regulated biological processes are presented.

## Supplemental Figure 2

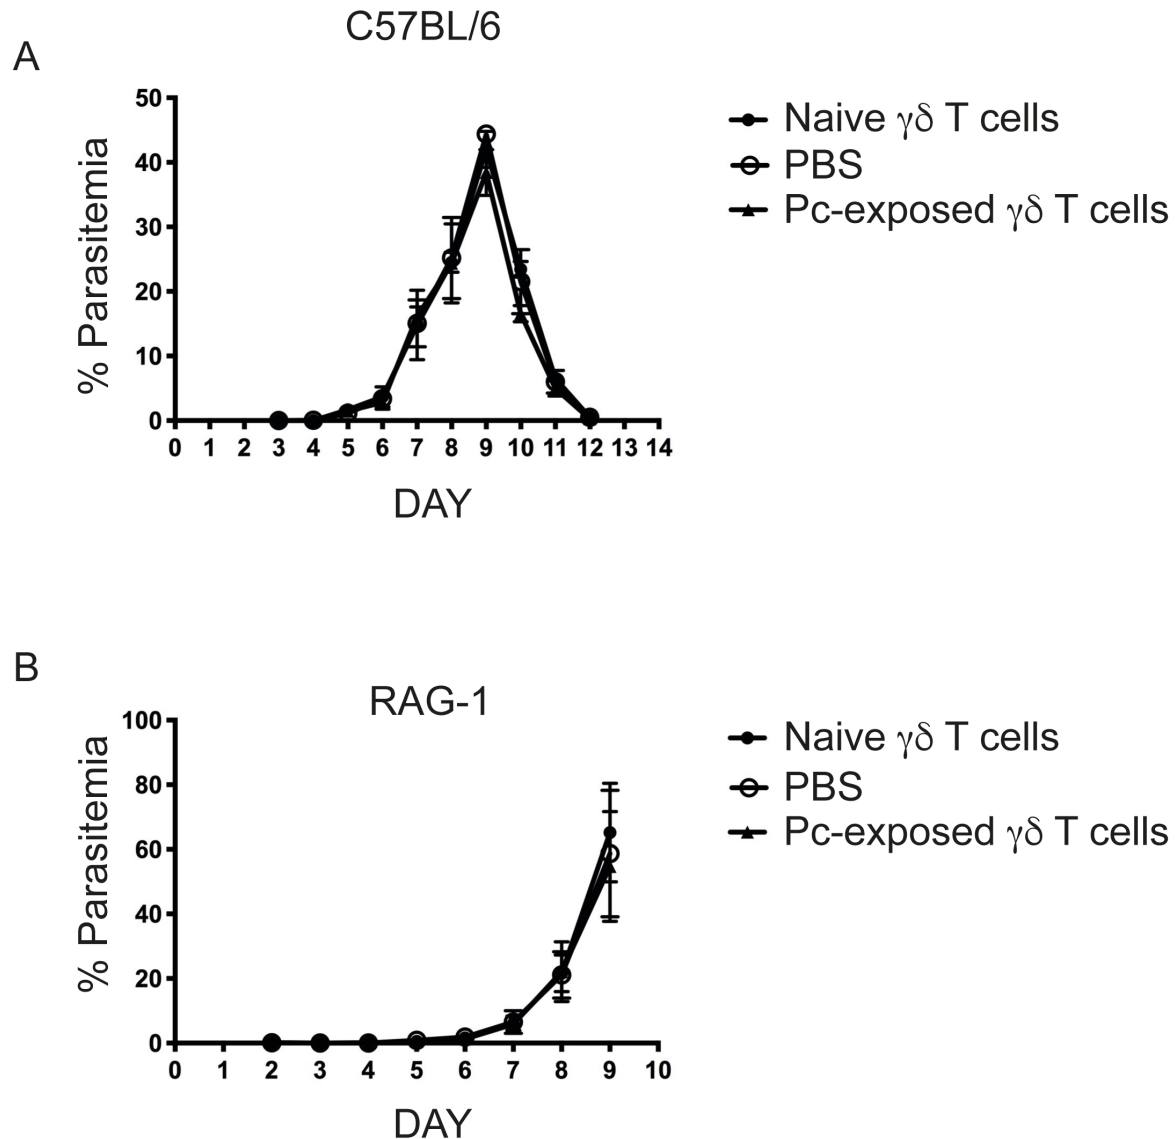

**Supplemental Figure 2. Parasitemia following adoptive transfer of *P. chabaudi*-exposed  $\gamma\delta$  T cells.**  $\gamma\delta$  T cells were isolated from spleens of naïve mice (filled circle) or *P. chabaudi*-exposed mice (filled triangle). These cells were then adoptively transferred into A) C57BL/6 mice (Naïve  $\gamma\delta$  T cells n=4, Pc-exposed  $\gamma\delta$  T cells n=4, PBS n=3) or B) RAG-1 mice ((Naïve  $\gamma\delta$  T cells n=7, Pc-exposed  $\gamma\delta$  T cells n=6, PBS n=8) 1 day post infection of recipient mice. Control mice received no cells, but were injected with PBS (open circles) 1 day post infection. Parasitemia was determined daily by thin blood smears. Statistical analysis was performed using Multiple t-tests, Holm-Sidak method.

**Supplemental Table 1. Differentially expressed genes in resting EM  $\gamma\delta$  T cells for *P. chabaudi* exposed mice over naïve mice relative to a fold change threshold of 1.5.**

How the deposited data were processed for this re-analysis (not part of the article)

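EM γδ T cells from the spleens of 5 naïve mice and of 5 mice pre-exposed to *P. chabaudi* were profiled by RNA-sequencing, with 1 library per mouse. The groups and replicate numbers were taken from the sample labels and the paper. The authors aligned the read pairs to mm10 with Subread, and summarized them per Entrez gene with featureCounts and Subread's built-in NCBI annotation. They deposited the resulting whole-number counts per gene, which are not normalized. The aligner's and counter's versions and the strand setting are not given in the sources used here. The paper's methods name a SMART ultra-low input kit and the sample labels an Illumina TruSeq kit.

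The counts of 27179 genes were read for all 10 libraries, and the table of the whole series held the same values as the files per library. The sample labels give each library as a separate mouse, and each was counted as a replicate. No 2 libraries of a group agreed within sampling noise (chi-square per gene of at least 21.3), so none was the same library again, which does not by itself show that the mice were separate. Genes were filtered with filterByExpr, which kept 13534. As in the paper's methods, genes without a current annotation, here a symbol (767), and immunoglobulin genes (112) were then left out, and 12655 genes were tested. Gene symbols and coordinates came from the annotation of GRCm38 (mm10), matched by Entrez ID, and 25275 of the 27179 IDs had a symbol. Depth limits precision, since a gene without counts in a library is compatible with up to 3 counts at 95% confidence, and such limits cover counting error only.

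Library sizes were scaled by TMM. The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with robust dispersion estimates by its newer, non-default method (legacy set to FALSE) and all 10 libraries in 1 fit without covariates. The method of the paper, voom and robust TREAT at a fold change of 1.5, was run with limma 3.58.1. P-values were adjusted by the method of Benjamini and Hochberg at a threshold of 0.05. Standard errors of edgeR log2 fold changes were computed as the size of the fold change divided by the square root of the F statistic. Levels are given in CPM with TMM scaling, which are counts divided by the scaled library size and multiplied by 1e6. Exact permutation tests compared group means, of log2 CPM with a prior count of 2 for genes, of log2 sums for lists and of the measured values for libraries. Lists were tested with camera on the voom values at a preset correlation of 0.01 and again with an estimated correlation, and with fry. The mouse Reactome sets came with fgsea 1.28.0, and those with 10 to 500 tested genes were used. DESeq2 1.42.0 was an alternative test.

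The gene lists covered MHC class II and class I presentation, costimulatory ligands, cytotoxic granules, T cell chemokines and cytokines, the type 1 and IL-17 programmes, NK receptors, effector memory CD8+ and central memory markers, IFNγ-responsive and type I interferon-stimulated genes, inhibitory receptors, integrins, cell cycle, immediate early and heat shock genes and the circadian clock. They also covered cytosolic ribosomal proteins, respiratory chain subunits, zinc finger proteins and small nucleolar and small nuclear RNAs. Marker lists were written for conventional and plasmacytoid dendritic cells, monocytes and macrophages, neutrophils, B cells, erythroid cells, mast cells and basophils, αβ T cells, NK cells and γδ T cells. Further lists held the genes that the study names for each process, which are not independent of these libraries. A list was tested with at least 3 measured members.

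The genes named in the text follow a rule with 3 parts. It takes every gene that the paper's results and discussion name for the RNA-sequencing data, and of each list the up to 4 tested members with the smallest p. It also takes the 10 genes with the largest increase and the 10 with the largest decrease among those that edgeR called, whose groups do not overlap and whose mean is at least 5 CPM. The values in Supplemental Table 1 and in Figures 3 to 6 of the paper were seen before the rule was written. Genes outside the rule are said to be named after their values were seen.

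Alternatives covered other scalings, other filters, other tests, the replicate number as a block, the label descriptions' style as a covariate, pre-exposed mice 1 and 5 or 2 to 4 alone, and each library left out in turn. A trend with gene length was removed with an offset per gene and library, from a loess fit per library, with a span of 0.3, of each gene's deviation from its mean log2 CPM on its log2 length. Each step was tested on counts simulated for 5 naïve and 5 pre-exposed libraries over 12655 genes with known fold changes. In these, edgeR's false calls made up 1.92% of its calls and those of DESeq2 16.3%. For 4-fold changes under a simulated length trend, edgeR recovered 65% without and 81% with the length offset. A simulated list of changed genes had a camera p of 7.79e-30 and one of unchanged genes 0.0913.

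GO terms and the published CD8+ memory gene set were not analysed here. Of the 207 rows of Supplemental Table 1, the copy used here holds 175, which served only for comparing fold changes gene by gene. Flow cytometry and adoptive transfer experiments were not analysed here.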

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

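The measures tested in this part were set before their results were seen. The verdicts on a batch and on gene length do not follow from preset bounds alone. They also weigh other limits, such as a value that rests on 1 library. The medians of ribosomal proteins without mouse 5 and of αβ T cell markers in mice 1 and 5 were added afterwards.

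Pre-exposed mouse 5 stood far from the other pre-exposed mice in several measures. Its library had 14502 genes detected (15924 to 16498 in the other 4), 24.7% of counts in the 10 most abundant genes (5.61% to 9.58%), a TMM factor of 0.680 (1.03 to 1.10) and 7.04% of counts in genes without a symbol (4.77% to 5.28%). The nuclear RNA Malat1 was at 32573 CPM in that mouse (1643 to 8035 in the others), the mitochondrial ribosomal RNA mt-Rnr2 at 32020 (499 to 5661, lowest in mice 2 to 4 for both), and NK receptor genes summed to 11246 (2448.4 to 4150.1). Among naïve mice, mouse 4 had 0.737% of counts in immunoglobulin genes, against 0.0845% to 0.174% in the other 4. Chance singles out about 1 in 20 groups by this measure, the gap to the nearest library over the whole range, and 54 groups were tested.

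Several signals lay in lists of genes that the paper for the most part does not discuss, although it names Fcer1a, a mast cell marker, and Flt3, a dendritic cell marker. The median log2 fold change was 1.23 for cytosolic ribosomal proteins and 0.78 without pre-exposed mouse 5. For markers of other cell types it was 2.33 for conventional dendritic cells, 1.73 for plasmacytoid dendritic cells, 3.13 for monocytes and macrophages, 2.88 for B cells, 2.23 for erythroid cells, 2.53 for mast cells and basophils and 1.10 for αβ T cells (0.43 in mice 1 and 5). Immunoglobulin genes, which were left out of the test, took 4.50%, 6.68%, 1.70%, 0.556% and 0.345% of counts in pre-exposed mice 1 to 5 (mean 2.76%) and 0.0845% to 0.737% in naïve mice, so that mice 4 and 5 lay within the naïve range. Of the naïve mice only mouse 4 was above 0.174%.

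MHC class II genes were higher in pre-exposed mice 1 to 4, by medians of 3.88, 3.31, 2.57 and 2.73 on the log2 scale, while pre-exposed mouse 5, at -0.28, lay within the naïve range of -0.86 to 0.72. Other cells among the sorted cells would raise their own markers, and such a rise was found. The median was 2.33 for conventional dendritic cells (8 of 12 markers higher), 2.88 for B cells (4 of 7) and 3.13 for monocytes (6 of 9). No value excluded other cells. The class II, dendritic cell and monocyte sums were each highest in pre-exposed mouse 2, followed by mice 1, 3, 4 and 5. The dendritic cell and monocyte sums were above the naïve range in mice 1 to 4, while the B cell sum, in which abundant markers outweigh the others, was above it in mice 2 and 4 alone (exact permutation test, p = 0.484). A library batch of mice 2 to 4 cannot be told apart, because the ratio of the median in mice 1 and 5 to that in mice 2 to 4, 0.877, was above the bound of 0.5 set against a batch but rests on mouse 1, and 1 library excludes nothing. Expression by the γδ T cells themselves after exposure stays open and was not tested, and the sort for CD3 and the γδTCR would remove most other cells.

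Of 23 tested genes of the IL-17 programme, 4 fell and none rose. The list moved down as a set at a preset correlation (camera, adjusted p = 2.28e-05) but not with an estimated one (adjusted p = 0.192). Naïve libraries had list medians of -0.77 to 0.49, and pre-exposed mice 1 to 5 had -0.43, -0.91, -0.73, -0.29 and -1.14. A smaller share of IL-17-type cells among the sorted cells cannot be told apart from lower expression per cell. Either would lower the same genes in RNA taken from all sorted cells of a mouse together. The median over the members that the study does not name was -0.71, and only 1 of these 18 passed. A trend with gene length may account for part, as the median with the trend removed was 0.708 times that without. The ratio of 1.15 between mice 1 and 5 and mice 2 to 4 was above the bound of 0.5 set against a batch, but mice 1, 3 and 4 all lay within the naïve range, so that a batch cannot be told apart beyond that spread.

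Short genes were higher and long genes lower, with Spearman's rho of log2 fold change and length across genes at -0.51, and at -0.25 in mice 1 and 5 and -0.54 in mice 2 to 4. Removing the trend kept 24.4% of the edgeR calls, but this takes out a trend with length of any source, so that a technical and another source cannot be told apart. A batch cannot be told apart either, as the ratio of 1.73 for ribosomal protein genes rests on mouse 5 (2.21), with mouse 1 at 0.18, within the naïve range. A change after exposure in genes of some lengths stays open and was not tested.

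Chance as the source of the edgeR calls can be excluded over 100 splits of the 10 libraries, with 796 genes in the real split and 195 in the highest other. It can also be excluded for voom and TREAT, with 2 genes in the real split and 0 in the highest other. The splits exclude neither a batch nor other cells.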

How the results depend on the processing

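For the gene lists as a whole, the fits to mice 1 and 5, mice 2 to 4, without mouse 5 and without the length trend, and for Reactome those to mice 1 and 5 and without the length trend, were chosen after the results were seen.

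Other scalings and filters left the edgeR count of 796 genes between 588 and 895 (RLE 696, upper quartile 895, library totals 598, no filter 739, 1 CPM in 5 libraries 588, immunoglobulin genes and genes without a symbol kept 788). They left the 11 higher MHC class II genes at 8 to 11, the 4 lower IL-17 programme genes at 4 to 5 and the 10 higher effector genes at 8 to 11. The median log2 fold change of all genes was 0.02 with TMM and 0.018, 0.047 and -0.046 with RLE, upper quartile and library totals. For voom and TREAT the count of 2 became 1 with library totals and 37 without a filter, and stayed 2 with the other scalings and filters and without robust variances.

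The counts below are for edgeR, TREAT, class II, IL-17 programme and effector genes, in that order, and for changes beyond 1.5 times the cause was not tested. In pre-exposed mice 1 and 5 they were 23, 1, 0, 0 and 3, and in mice 2 to 4 they were 3776, 591, 12, 11 and 14. With the description style as a covariate they were 40, 1, 0, 0 and 3, and with the length trend removed 214, 1, 9, 2 and 2. With edgeR's glmTreat at 1.5-fold they were 137, 137, 6, 0 and 2. DESeq2 gave 1348 genes, and 13, 7 and 12 for the lists, and voom without a fold threshold 96, and 2, 1 and 5. Legacy dispersions, the default of this edgeR version and used in an early look at the data, gave 358 genes, and 7, 4 and 7. Voom and TREAT with quality weights called 287, and voom's adjusted p with a fold of at least 1.5 called 96.

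Leaving out 1 library gave 53 to 1870 edgeR calls (lowest without naïve mouse 1, highest without pre-exposed mouse 5) and 0 to 137 TREAT calls (without the same mice). It gave 3 to 13 class II genes, 1 to 8 IL-17 programme genes, 3 to 14 effector genes and 13 to 32 of the 39 genes named by the study, of which all libraries gave 28. The log2 fold change of Il17a ranged from -0.16 to 0.79.

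The replicate numbers are shared by the groups but nothing pairs the mice. As a block they gave 54 edgeR calls, 13 TREAT calls, 0 class II, 1 IL-17 programme and 2 effector genes, and the block with the length trend removed gave 18, 4, 0, 0 and 1. Libraries of a pair with the same number correlated at -0.10, -0.13, 0.00, 0.05 and -0.26, and none correlated best with its own number.

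Of the fixed lists camera called 24 (20 up and 4 down), 1 with an estimated correlation, 19 with fry, 18 in mice 1 and 5, 20 in mice 2 to 4, 19 with the length trend removed and 23 without mouse 5. Of the Reactome sets it called 180, 0 with an estimated correlation, 109 in mice 1 and 5 and 69 with the length trend removed. Voom and TREAT called 0 of the 39 study genes, with 32 at an unadjusted p under 0.05, and DESeq2 called 31. Il17a had log2 fold changes of -0.11 without naïve mouse 2 and -0.16 without pre-exposed mouse 5, against 0.27. Over the DESeq2, TREAT and 1-library-out fits of the 57 genes that the study names or that changed most, 539 values kept direction and side of the threshold, 134 lost and 9 gained the threshold, and 2 changed sign. Over all 155 genes that the naming rule takes these were 1300, 495, 62 and 3.

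Depth limits genes near 0, such as Clec4a2, Fcer1a and Ptgs2 in naïve mice, whose fold changes rest on few counts. In the simulation edgeR recovered 13% of 2-fold changes, a rate that may not hold for these libraries.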

Differences from the paper's values

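At the paper's thresholds, a fold change over 1.5 by voom and TREAT and an adjusted p under 0.05, the paper gives 207 DE genes and 2 were called here. Of 26 alternatives set before the data were examined, quality weights in voom came within 1.5 times, at 287, and the other 25 did not. The paper gives 96 upregulated genes, against 2 here. The count was 119 without pre-exposed mouse 5, 131 with edgeR's glmTreat and 68 with voom's adjusted p and a fold of at least 1.5, and the other 23 alternatives remained apart. The paper gives 111 down regulated genes, against 0 here by voom and TREAT, with 321 at an unadjusted p under 0.05 and 148 by edgeR. Quality weights gave 121, and the other 25 alternatives remained apart. The paper's methods do not mention quality weights.

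The paper gives 16 M to 56 M read pairs generated per sample, and 6.59 M to 22.54 M were counted in genes here, which is another quantity, with no alternative run.

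Fold changes of the paper come from a copy of its Supplemental Table 1 that holds 175 of 207 genes, and 36 of the 39 genes named in the text are in it. All 36 had the same sign as here, and 19 differed by more than the error, taken as the larger of the edgeR and voom standard errors (16 for the voom values). For each, 12 alternatives set before the data were examined were compared, DESeq2, voom and the 10 fits without 1 library, and those not listed still differed.

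Higher genes that differed were mostly class II genes. H2-Aa had a log2 fold change of 3.74 in the paper and 4.54 here, within the error with DESeq2, with voom and without naïve mouse 1 or 2 or pre-exposed mouse 1 or 2. H2-Ab1 had 3.34 in the paper and 4.43 here, and Cd74 had 2.93 in the paper and 3.99 here, both within it with voom and without naïve mouse 1 or 2 or pre-exposed mouse 2. H2-Eb1 had 3.07 in the paper and 4.09 here, within it without the same 3 mice. Ptgs2 had 5.48 in the paper and 3.98 here, and 5.46 with voom and 5.63 without naïve mouse 3. Mice 1 and 5 alone gave 3.87, 3.79, 3.69 and 3.41 for H2-Aa, H2-Ab1, H2-Eb1 and Cd74, and the length trend removed gave 4.08, 4.03 and 3.67 for H2-Aa, H2-Ab1 and Cd74.

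Of the lower genes, Il23r had -1.57 in the paper and -1.33 here, within the error without naïve mouse 1, 2 or 3 or pre-exposed mouse 1, 3 or 5, and also with quality weights (-1.35) and in mice 2 to 4 (-1.48). Trpm7 had -1.66 in the paper and -1.24 here, within it with voom (-1.502), without naïve mouse 5 or pre-exposed mouse 1 or 5, and with quality weights (-1.74). Slk had -1.68 in the paper and -0.98 here, within it with voom (-1.39), without pre-exposed mouse 5 and with quality weights (-1.94). Itga5 had -1.88 in the paper and -0.97 here, within it in mice 1 and 5 (-1.43) but under none of the 12.

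For 10 further genes none of the 12 alternatives came within the error. The values in the paper and here were -4.24 and -2.37 for Itgb4, -2.52 and -0.91 for Itgb5, -2.27 and -1.14 for Jag1, -3.00 and -0.91 for Lamc1 and -2.62 and -1.25 for L1cam. They were -3.67 and -1.68 for Plxnd1, -3.19 and -1.32 for Tspan2, -2.98 and -1.55 for Sox13, -3.03 and -1.83 for Il1r1 and -3.67 and -2.41 for Cd163l1.

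The paper names 39 genes from the RNA-sequencing data, and edgeR called 28 of them here, 23 higher and 5 lower. Of the 11 not called, 10 are lower in the paper, Adam8 (adjusted p = 0.214), Itga5 (0.208), Itgb5 (0.317), Slk (0.178), Jag1 (0.0678), Lamc1 (0.314), L1cam (0.144), Plxnd1 (0.0905), Tspan2 (0.147) and Sox13 (0.0646), and the other is Il17a (0.859), of which the paper says only that its expression was low, as it was here. Of these, DESeq2 called Jag1 (0.0298), Plxnd1 (0.0369) and Sox13 (0.0160), and voom with quality weights and TREAT called Slk (0.0104). In mice 2 to 4 edgeR called Slk, Jag1, L1cam, Plxnd1, Tspan2 and Sox13. Without pre-exposed mouse 1 it called Jag1 (0.0324), L1cam (0.0400), Plxnd1 (0.0300) and Sox13 (0.0324), and without pre-exposed mouse 5 Jag1 (0.0430) and Slk (0.0234). At the paper's own thresholds voom and TREAT called none of the 39, with 32 at an unadjusted p under 0.05, and 25 with quality weights.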

Other observations

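The tests of gene lists in mice 1 and 5, in mice 2 to 4, without mouse 5 and with the length trend removed were chosen after the results were seen. Single genes of NK receptors, red cells and the circadian clock moved in pre-exposed EM γδ T cells beside those that the paper discusses. Klra9, an NK receptor of the Ly49 family, rose from 33.9 ± 12.3 to 396 ± 474 CPM (SD, n = 5 each), by 3.54 on the log2 scale (standard error 0.61, adjusted p = 0.0103 from edgeR), and reached 1230 in pre-exposed mouse 5. Its paralogs Klra8 (3.51, adjusted p = 0.0185) and Klra10 (3.38, adjusted p = 0.0283), whose reads are uncertain between them, were higher too, while the NK receptor median was 1.53 in mice 1 and 5, -0.11 in mice 2 to 4 and 0.11 without mouse 5. Klrg1, an inhibitory receptor of effector cells, rose from 8.59 ± 4.15 to 57.7 ± 45.9 CPM (log2 fold change 2.78, adjusted p = 0.0184 from edgeR). Of 19 NK receptor genes 4 rose and none fell (5 higher when adjusted over the list alone), with a median of 0.67 (camera, adjusted p = 0.0348, and adjusted p = 0.549 with an estimated correlation). The set did not pass without mouse 5 (camera, adjusted p = 0.519), in mice 2 to 4 (0.839) or with the length trend removed (0.623). Without pre-exposed mouse 5 Klra9, Klra8 and Klra10 had 2.43, 2.29 and 1.96. Klrg1 did not pass without naïve mouse 1, 2 or 4 or pre-exposed mouse 2 (0.0571 to 0.0609), Klra8 without naïve mouse 1, 2, 4 or 5 (0.0504 to 0.0669), and Klra10 without any 1 naïve mouse or pre-exposed mouse 2 (0.0562 to 0.0726).

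Of 7 erythroid genes 4 rose and none fell (7 higher when adjusted over the list alone), with a median of 2.23 (camera, adjusted p = 2e-05, and adjusted p = 0.167 with an estimated correlation). The α globin genes Hba-a1 and Hba-a2, paralogs whose reads are uncertain, rose by 2.19 and 2.23 (adjusted p = 0.0202 and 0.0224 from edgeR). The erythroid list summed to 341, 699, 822, 1733 and 2041 CPM in pre-exposed mice 1 to 5, against 80.1 to 464 in naïve mice. The calls of Hba-a1 and Hba-a2 ended without naïve mouse 1, 2, 4 or 5 or pre-exposed mouse 2 (0.0559 to 0.0718). Of 14 clock genes 2 fell and none rose (1 higher and 3 lower when adjusted over the list alone), with a median of -0.33 (camera, adjusted p = 0.0346, and adjusted p = 0.258 with an estimated correlation). The clock set did not pass in mice 1 and 5 (0.104), in mice 2 to 4 (0.0721), without mouse 5 (0.0775) or with the length trend removed (0.155). These were Nr1d2, a clock repressor (log2 fold change -1.23, adjusted p = 0.0412 from edgeR), and Arntl, the clock activator BMAL1 (-0.77, adjusted p = 0.0455). Both passed only without pre-exposed mouse 1 or 5 among the fits that left out 1 library (0.0522 to 0.124 in the others).

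Of 15 cell cycle genes 1 rose and none fell (5 higher when adjusted over the list alone), with a median of 0.68, at 0.98 in mice 1 and 5 and 0.44 in mice 2 to 4 (camera, adjusted p = 0.00162, and adjusted p = 0.309 with an estimated correlation). It was Tyms, the thymidylate synthase of DNA synthesis (log2 fold change 1.36, adjusted p = 0.0185 from edgeR), which did not pass without naïve mouse 1, 2 or 4 or pre-exposed mouse 2 (0.0587 to 0.0655). Mki67, named after its value was seen, had 0.21 (adjusted p = 0.852 from edgeR). Of 13 immediate early and heat shock genes, 2 rose and none fell (7 higher when adjusted over the list alone), with a median of 0.96 (camera, adjusted p = 0.000539, and adjusted p = 0.308 with an estimated correlation). The transcription factor genes Jun (1.26, adjusted p = 0.0243 from edgeR) and Atf3 (3.54, adjusted p = 0.0249, with 4.39 without naïve mouse 3 and 2.84 without pre-exposed mouse 1) were these, and did not pass without naïve mouse 1, 2, 4 or 5 or pre-exposed mouse 2 (0.0568 to 0.0860). The list summed to 3624 to 6162 CPM in naïve mice (exact permutation test, p = 0.143). The sums were 8973, 8551, 8158.5, 7600 and 3543.5 in pre-exposed mice 1 to 5. Mice 1 to 4 lay above the naïve range, as for the dendritic cell and monocyte sums, and mouse 5 below it.

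Of 10 inhibitory receptor genes 1 rose and none fell (4 higher when adjusted over the list alone), with a median of 0.76 (camera, adjusted p = 0.0183, adjusted p = 0.328 in mice 1 and 5, and adjusted p = 0.181 with an estimated correlation). Ctla4, which restrains T cell activation, had 1.86 (adjusted p = 0.0491 from edgeR), and passed only without naïve mouse 3 (log2 fold change 2.52) or pre-exposed mouse 5 among the fits that left out 1 library (0.0523 to 0.139 in the others). Of 11 central memory and naïve T cell markers 1 fell and none rose (2 lower when adjusted over the list alone), with a median of 0.09 although the set leaned down (camera, adjusted p = 0.408). It was S1pr1, a receptor for exit from lymphoid tissue (-1.07, adjusted p = 0.0307 from edgeR), which passed only without pre-exposed mouse 1 or 5 (0.0523 to 0.0909 in the others). Of 14 genes of the type 1 T cell programme 1 rose and none fell (1 higher when adjusted over the list alone), with a median of 0.06 (camera, adjusted p = 0.715). This was Hopx, a homeodomain gene of effector T cells (0.93, adjusted p = 0.0423 from edgeR), not called without any 1 naïve mouse or pre-exposed mouse 2 or 3 (0.0708 to 0.119), and Tbx21, named after its value was seen, had -0.00 (adjusted p = 0.997 from edgeR). Of 7 NK cell markers 2 rose and none fell (2 higher when adjusted over the list alone, camera, adjusted p = 0.138), with a median of 0.77 that was 0.80 in mice 1 and 5, -0.09 in mice 2 to 4 and -0.22 without mouse 5. Of 4 neutrophil markers 1 rose and none fell (3 higher when adjusted over the list alone, median 2.94, camera, adjusted p = 0.0673), Csf3r (3.02, adjusted p = 0.0444 from edgeR), which passed only without pre-exposed mouse 4 or 5 (0.0534 to 0.131 in the others) and had 3.97 without naïve mouse 3. Several markers were too low to be tested, among them Pax5, Cd14 and Ly6g.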
